# Regionally diverse astrocyte subtypes and their heterogeneous response to EAE

**DOI:** 10.1002/glia.23954

**Published:** 2020-12-17

**Authors:** Malte Borggrewe, Corien Grit, Ilia D. Vainchtein, Nieske Brouwer, Evelyn M. Wesseling, Jon D. Laman, Bart J. L. Eggen, Susanne M. Kooistra, Erik W. G. M. Boddeke

**Keywords:** astrocyte subpopulations, astrogliosis, cellular heterogeneity, homeostasis, RNA sequencing

## Abstract

Astrocytes fulfil many functions in the central nervous system (CNS), including contribution to the blood brain barrier, synapse formation, and trophic support. In addition, they can mount an inflammatory response and are heterogeneous in morphology and function. To extensively characterize astrocyte subtypes, we FACS‐isolated and gene expression profiled distinct astrocyte subtypes from three central nervous system regions; forebrain, hindbrain and spinal cord. Astrocyte subpopulations were separated based on GLAST/SLC1A3 and ACSA‐2/ATP1B2 cell surface expression. The local brain environment proved key in establishing different transcriptional programs in astrocyte subtypes. Transcriptional differences between subtypes were also apparent in experimental autoimmune encephalomyelitis (EAE) mice, where these astrocyte subtypes showed distinct responses. While gene expression signatures associated with blood–brain barrier maintenance were lost, signatures involved in neuroinflammation and neurotoxicity were increased in spinal cord astrocytes, especially during acute disease stages. In chronic stages of EAE, this reactive astrocyte signature was slightly decreased, while obtaining a more proliferative profile, which might be relevant for glia scar formation and tissue regeneration. Morphological heterogeneity of astrocytes previously indicated the presence of astrocyte subtypes, and here we show diversity based on transcriptome variation associated with brain regions and differential responsiveness to a neuroinflammatory insult (EAE).

## 1 INTRODUCTION

Astrocytes fulfil numerous essential functions in the central nervous system (CNS), including structural and metabolic support that shape myelination, blood brain barrier (BBB) formation, and synaptic transmission (Pekny et al., 2016; Xin & Bonci, 2018). Consistent with this wide range of features, astrocytes exhibit considerable functional and molecular heterogeneity (Boisvert, Erikson, Shokhirev, & Allen, 2018; Matyash & Kettenmann, 2010; Xin & Bonci, 2018; Zhang & Barres, 2010). Regional differences include distinct expression and activity of potassium channels, transporters and gap junctions (Lee, Kim, Cornell‐Bell, & Sontheimer, 1994; Xin & Bonci, 2018), morphology (Chai et al., 2017), and cellular functions such as proliferative capacity (Emsley & Macklis, 2006). Furthermore, the astrocyte marker GFAP displays region‐dependent differences in expression (Zhang & Barres, 2010), and gene expression patterns in astrocytes follow the dorsoventral axis (Morel et al., 2017). Hence, astrocytes feature molecular and functional heterogeneity that is shaped by local environmental cues of different anatomical regions.

In addition to interregional differences, astrocytes also display intraregional heterogeneity (Farmer & Murai, 2017; John Lin et al., 2017; Morel et al., 2019; Zeisel et al., 2015). Differential expression of GLT‐1/SLC1A2 defines astrocyte subtypes which are transcriptionally distinct (Morel et al., 2019). In addition, astrocyte subtypes found across anatomical regions exhibit functional differences in synaptogenesis support (John Lin et al., 2017). These subtypes are also associated with glioma disease symptoms, suggesting differential contribution of astrocyte subtypes to CNS disease (John Lin et al., 2017).

During disease and aging, homeostatic astrocyte functions can get impaired, thereby contributing to CNS dysfunction (Pekny et al., 2016). Conversely, reactive astrocytes can also provide protective signals to contain local damage and to support regeneration (Alilain, Horn, Hu, Dick, & Silver, 2011; Liddelow & Barres, 2017). Following lipopolysaccharide (LPS) or middle cerebral artery occlusion (MCAO), mouse astrocytes adopt two transcriptionally distinct reactive phenotypes (Zamanian et al., 2012). LPS induces genes associated with neurotoxic effects (known as A1 astrocytes), whereas astrocytes after MCAO predominantly express protective and to a lesser extent neurotoxic genes (known as A2 astrocytes) (Rakers et al., 2019; Zamanian et al., 2012). The LPS‐reactive astrocyte phenotype is induced by activated microglia and markers of this phenotype are expressed as a result of aging and in Alzheimer's‐, Huntington's‐, Parkinson's‐disease, and multiple sclerosis (MS) (Boisvert et al., 2018; Clarke et al., 2018; Liddelow et al., 2017; Orre et al., 2014). A1 astrocytes share similarities with an astrocyte subpopulation that expands in Alzheimer's disease, called disease‐associated astrocytes (Habib et al., 2020).

In experimental autoimmune encephalomyelitis (EAE), a widely used mouse model for MS, astrocytes are implicated in disease development, inflammatory response, immune cell recruitment, and remyelination (Brambilla et al., 2014; Itoh et al., 2017; Rothhammer et al., 2018; Wang et al., 2013). Astrocytes undergo reactive gliosis and upregulate immune‐related genes (Wheeler et al., 2020), whereas the expression of cholesterol synthesis genes is decreased (Itoh et al., 2017). Spinal cord astrocytes are affected most by EAE compared to other anatomical regions, highlighting interregional heterogeneity also in diseased states (Itoh et al., 2017). A detailed genome‐wide characterization of transcriptional changes in astrocytes is lacking and the role of astrocyte subtypes in EAE is presently unknown.

Here, we assessed gene expression profiles of astrocyte subtypes defined by anatomical regions and surface expression of astrocyte markers GLAST/SLC1A3 and ACSA‐2/ATP1B2. We delineated differential contribution of these astrocyte subtypes in EAE and generated a transcriptional blueprint of spinal cord and hindbrain astrocytes during the progression of disease.

## 2 MATERIALS AND METHODS

### 2.1 Animals

All animal experiments were approved by the Netherlands Central Committee for Animal Experiments and the University of Groningen. For experiments related to astrocyte heterogeneity, FVB/N wildtype were used, whereas C57BL/6 mice were used for EAE experiments. Mice were housed SPF in groups in makrolon cages with ad libitum access to water and food, and a 12 h light–dark cycle (8 p.m. lights off, 8 a.m. lights on).

### 2.2 EAE induction and scoring

For induction of EAE, 10‐week old female C57BL/6 mice (Harlan, The Netherlands) were immunized with MOG35‐55 in complete Freund's adjuvant (CFA) (Hooke, EK‐2110). Mice were injected with pertussis toxin on the day of immunization and 24 h later. Animals were monitored daily for development of EAE and sacrificed at score 1 (limp tail), score 4 (complete hind leg paralysis) and chronic disease.

### 2.3 Astrocyte isolation

Mice were perfused with 0.9% saline under isoflurane anesthesia. Brains and spinal cords were isolated and collected in HBSS (Gibco, 14,170) supplemented with 15 mM HEPES (Lonza, BE17‐737E) and 0.6% glucose (Sigma‐Aldrich, G8769) (= Medium A). Tissues were sliced and incubated at 37°C for 60 min in medium A containing 0.25% Trypsin/EDTA (Lonza, BE02‐007E) and 0.5 mg/mL DNase (Roche, 10,104,159,001). Enzymatic reactions were neutralized by addition of 10% fetal bovine serum (FBS) (Bovogen Biologicals, SFBS). Subsequently, the suspension was gently triturated, followed by filtration over a 100 μm strainer (Falcon, 352,360) to obtain a single cell suspension. Cells were centrifuged at 300*g* for 10 min at 4°C. After removal of the supernatant, the pellet was resuspended in 24.5% percoll (GE Healthcare, 17–0891‐01), 40 mM NaCl and 77% myelin gradient buffer (5.6 mM NaH2‐PO4·H2O, 20 mM Na2HPO4·2H2O, 140 mM NaCl, 5.4 mM KCl, 11 mM glucose, pH 7.4). A layer of PBS (Lonza, BE17‐512F) was added on top, after which the gradient was centrifuged at 800*g* for 20 min at 4°C with breaks off. The supernatant was removed, and the pellet resuspended in medium A without phenol red supplemented with 1 mM EDTA (Invitrogen, 15,575–038). After Fc receptors were blocked using anti‐mouse CD16/CD32 (1:100, eBioscience, 14–0160‐82) for 10 min, cells were incubated for 30 min on ice with GLAST‐APC (1:10, Miltenyi, 130–095‐814), ACSA‐2‐PE (1:10, Miltenyi, 130–102–365), CD11B‐PE‐Cy7 (1:150, eBioscience, 25–0112‐81), and CD45‐FITC (1:200, eBioscience, 11–0451‐85) antibodies. Next, cells were washed and collected in round bottom tubes, after passing over a 35 μm strainer (Falcon, 352,235). Cells were sorted using a Beckman Coulter MoFlo Astrios cell sorter or a Beckman Coulter MoFlo XDP cell sorter. For subtype experiments, DAPI (Biolegend, 422,801) was added to select for viable cells. For EAE experiments, DAPI and DRAQ5 (Thermo Scientific, 62,251) were added to select for viable cells. Cells were sorted in RNAlater (Qiagen, 76,104), centrifuged 5,000 g for 10 min, and lysed in RLT+ lysis buffer (Qiagen, 74,034). Flow cytometry data was analyzed using Kaluza Analysis (v1.5).

### 2.4 Primary neonatal astrocyte culture

Primary neonatal microglia cultures were prepared as described previously (Schaafsma et al., 2015), which were used to obtain astrocyte cultures. Briefly, cerebrum from postnatal day 0–2 C57BL/6 mice was minced and incubated in trypsin‐containing medium. After trituration and centrifugation of tissue, cells were plated in flasks and medium (DMEM (Gibco, 11,500,416), supplemented with 1 mM sodium pyruvate (Lonza, BE13‐115E), 1x GlutaMAX (Gibco, 35,050,038), 1% Pen/strep (Sigma, P4333) and 10% FBS) was replaced 24 h later. Medium was replaced on day 4, and on day 7 medium supplemented with 33% L929 cell‐conditioned medium (LCCM) was added. Three days after LCCM addition, microglia were harvested through mitotic shake. Astrocytes remained in the flask and were used for experiments.

### 2.5 RNA isolation and RNA sequencing

RNA was extracted from acutely FACS‐isolated astrocytes using the RNeasy Plus Micro kit (Qiagen, 74034) according to the manufacturer's protocol. Astrocytes from up to two mice were pooled for RNA isolation. RNA was extracted from cultured astrocytes with TRIzol (Invitrogen, 15596018) according to manufacturer's instructions and resuspended in water. Total RNA concentration and quality were measured using the Experion Automated Electrophoresis System (Bio‐Rad) in combination with the RNA HighSens Analysis Kit (Bio‐Rad, 7007105) according to manufacturer's protocol. Nondegraded RNA‐samples (RNA integrity number > 5) were selected for subsequent sequencing analysis. Sequencing libraries were manually generated using the QuantSeq 3' mRNA‐Seq Library Prep Kit FWD for Illumina (Lexogen, 015.96). The obtained cDNA fragment libraries were pooled at equal molarities and sequenced on an Illumina HiSeq2500 using default parameters (single read 1x50bp) in pools of multiple samples.

### 2.6 RNA sequencing analysis

#### 2.6.1 Alignment

After trimming of bad quality bases, FASTQ files were aligned to build Mus_musculus.GRCm38.82 reference genome using HISAT (hisat/0.1.5‐beta‐goolf‐1.7.20) with default settings (Kim, Langmead, & Salzberg, 2015). Aligned reads were sorted using SAMtools (SAMtools/1.‐goolf‐1.7.20) (Li et al., 2009) and gene level quantification was done by HTSeq‐count (HTSeq/0.6.1p1) using –mode = union (Anders, Pyl, & Huber, 2015). Quality control metrics for raw sequencing data were calculated using FastQC (FastQC/0.11.3‐Java‐1.7.0_80), and for aligned reads using Picard‐tools (Picard/1.130‐Java‐1.7.0_80).

#### 2.6.2 Differential gene expression analysis

Genes with low expression (total counts<10) were filtered. DEseq2 R‐package (v1.22.2) (Love, Huber, & Anders, 2014) was used for normalization, transformation, and differential gene expression analysis. For PCA plots, counts were transformed using variance stabilizing transformation (VST). Genes were regarded differentially expressed with log2FoldChange > 1 or < −1 and *p*_adj_ < .05. *p*‐values were adjusted using the Benjamini‐Hochberg correction. Overlapping DEGs were visualized in UpSet diagrams (v1.3.3) (Lex, Gehlenborg, Strobelt, Vuillemot, & Pfister, 2014).

#### 2.6.3 Weighted gene co‐expression network analysis

VST‐transformed normalized counts after filtering of low expressed genes (total counts<10) from spinal cord astrocytes of unimmunized mice and during EAE were used for WGCNA. The WGCNA R‐package (v1.68) (Langfelder & Horvath, 2008) was used for the analysis. Genes with missing values and zero variance were filtered prior to network construction (goodSamplesGenes). A signed network was constructed using dissimilarities of topological overlap matrix (1‐TOMsimilarityFromExpr) with a soft threshold power of 6. Modules were computed with a minimum size of 30 and a merge threshold of 0.25, which resulted in 28 modules. Module eigengenes were correlated with EAE stages from unimmunized to chronic EAE and correlation was regarded significant with a *p*‐value<.05.

#### 2.6.4 Gene ontology analysis

Biological process gene ontology (GO) enrichment analysis for DEGs and WGCNA module genes was done using the clusterProfiler R‐package (enrichGO) (v3.10.1) (Yu, Wang, Han, & He, 2012). GO terms were regarded enriched for a list of genes with *q*‐value < .05. *p*‐values were adjusted using the Benjamini–Hochberg correction.

### 2.7 Immunohistochemistry

Tissue was fixed in 4% paraformaldehyde (PFA) for 24 h and cryopreserved in 30% sucrose prior to freezing at −50°C. Sodium citrate (pH 6.0) was used for heat‐induced antigen retrieval in a microwave using a pressure‐cooker. Tissue sections were blocked 1 h in 5% normal serum. GFAP (1:200, Invitrogen, 14‐9892‐82), MHC‐II (1:100, Invitrogen, 14‐5321‐82), and KI67 (1:100, Abcam, ab15580) primary antibodies were diluted in PBS containing 0.1% Triton X‐100 and 1% normal serum and applied at 4°C overnight. Secondary fluorescent antibodies were applied for 1 h at room temperature (RT). Tissue sections were incubated in Bisbenzimide h 33,258 (1:1000, Sigma‐Aldrich, 14530‐100MG) for 15 min. Images were obtained using a Leica SP8 confocal microscope.

## 3 RESULTS

### 3.1 FACS‐isolation of astrocyte subpopulations from distinct regions reveals transcriptional heterogeneity

Methods to isolate astrocytes by FACS without the use of fluorescently tagged transgenes are limited. We developed an antibody‐based approach to isolate pure and intact astrocytes from different brain regions. The mouse CNS was dissected in forebrain (including olfactory bulbs), hindbrain (cerebellum and brain stem), and spinal cord (cervical and thoracic parts) (Figure 1a). CNS cells were labelled using antibodies targeting CD11B, CD45, GLAST/SLC1A3 and ACSA‐2/ATP1B2 (Batiuk et al., 2017; Kantzer et al., 2017) (referred to as ACSA) (Figure 1a). GLAST and ACSA are expressed by astrocytes (Batiuk et al., 2017; Kantzer et al., 2017; Schreiner et al., 2014). After selecting DAPI^neg^ live cells, myeloid cells were excluded based on CD11B and CD45 expression (Figure S1A). In both forebrain and hindbrain, ACSA^pos^ astrocytes were fractionated based on expression of GLAST (GLAST^pos^ and GLAST^neg^); in spinal cord, only GLAST^neg^ (ACSA^pos^) astrocytes were isolated (Figure 1b). 

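RNA was sequenced from 15 libraries of acutely isolated astrocytes of FVB/N mice, 3 for each of the 5 populations, and from 3 libraries of neonatal astrocytes that had been kept in culture. Up to 2 mice were pooled in a library. The libraries read the 3′ end of transcripts. The authors aligned the reads to GRCm38 with HISAT, counted them per gene with HTSeq and deposited these counts without normalization. Each acutely isolated library held between 416768 and 1269316 counts, with a median of 907710. A gene was taken as detected in a library at more than 3 counts, which corresponded to between 2.36 and 7.2 counts per 1e6 counts (CPM). Such floors cover counting error only, because reads without molecular identifiers are not independent molecules. The 14957 genes with at least 10 counts over the 15 libraries were tested. Expression is given in CPM after scaling by edgeR's TMM method, as mean ± SD over the 3 libraries of a group. Genes were called DEGs when edgeR's two-sided quasi-likelihood test gave an adjusted p under 0.05 by the Benjamini-Hochberg method and the log2 fold change was larger than 1 in either direction.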

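Table S4 gives the authors' normalized counts of 500 genes in the same 15 libraries. Each of its columns equalled one deposited column divided by a constant, with a largest deviation of 0.000492%, whereas the next best column deviated by 87.8% or more. The group names differed between Table S4 and the sample labels for 12 of the 15 libraries. Libraries labelled forebrain GLAST pos are named hindbrain GLAST neg in Table S4, and libraries labelled hindbrain GLAST neg are named spinal cord GLAST neg there. Those labelled hindbrain GLAST pos are named forebrain GLAST pos, and those labelled spinal cord GLAST neg are named hindbrain GLAST pos. The 3 libraries of forebrain GLAST neg astrocytes have the same name in both. Results of this experiment are given by the sample labels, and the result under the group names of Table S4 is given beside them, an alternative that was chosen after seeing the data. Libraries with the same replicate number were no more alike than others after removal of group means, with a mean correlation across genes of -0.0066 against 0.0033, so libraries were not paired. The sample labels give no sequencing batch.

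**Figure D1:**
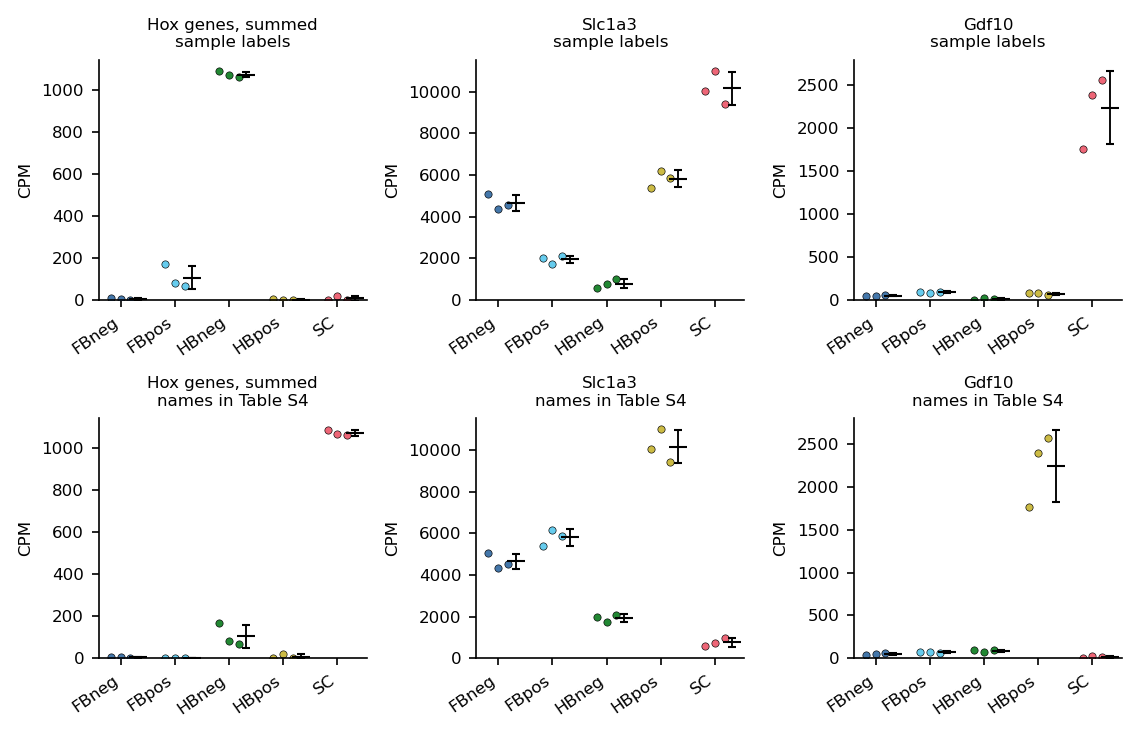
CPM of the summed Hox genes, *Slc1a3* and *Gdf10* in each of the 15 libraries, grouped by the sample labels and by the group names of Table S4. Points are libraries and bars are mean ± SD of 3. Summed Hox expression was between 1061 and 1088 CPM in the 3 libraries that are labelled hindbrain GLAST neg and named spinal cord GLAST neg in Table S4.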

Of note, we observed GLAST^pos^ astrocytes in spinal cord (less than 1% of ACSA^pos^ astrocytes), but the numbers were insufficient to perform downstream analysis. *Acsa* is abundantly expressed in all brain regions and the spinal cord as evident from in situ hybridization and spatial transcriptomics, whereas *Glast* expression is regionally diverse in brain, and very low in spinal cord (Figure S1B,C) (10x Genomics, 2019; Allen Institute, 2004, 2008; Lein et al., 2007; Maniatis et al., 2019). 

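In the order of libraries labelled forebrain GLAST neg, forebrain GLAST pos, hindbrain GLAST neg, hindbrain GLAST pos and spinal cord GLAST neg (n = 3 each), *Slc1a2* (ENSMUSG00000005089; chromosome 2, 102658659 to 102790784) was expressed at 8113 ± 631, 4293 ± 696, 5504 ± 769.8, 8539 ± 359 and 4319 ± 1485 CPM (coordinates of GRCm38 throughout). *Gm13872* lies antisense to it, and since the strand setting of the counting is not stated, the count of *Slc1a2* is uncertain to that extent. *S100b* (ENSMUSG00000033208; chromosome 10, 76253853 to 76261159), which overlaps the antisense gene *Dip2a*, was expressed at 683 ± 155, 1437 ± 289, 1596 ± 222, 636 ± 58.7 and 4033 ± 2888 CPM. Expression of *Fgfr3* (ENSMUSG00000054252; chromosome 5, 33721674 to 33737068) was 1785 ± 60.8, 1616 ± 239.8, 1928 ± 78.5, 1741 ± 202 and 943 ± 166 CPM. For *Sox9* (ENSMUSG00000000567; chromosome 11, 112782224 to 112787760) it was 1642 ± 151, 1249 ± 137, 944 ± 21.0, 1762 ± 174 and 1398 ± 353 CPM. *Aqp4* (ENSMUSG00000024411; chromosome 18, 15389496 to 15410982), overlapped by the antisense gene *AC133525.2*, was expressed at 1224 ± 111, 2874 ± 360.2, 2581 ± 219, 1044 ± 41.3 and 1570.5 ± 523 CPM. All these values lay above the detection floors in each of the 15 libraries. Of the genes of the surface antigens used for isolation, *Slc1a3*, which encodes GLAST (ENSMUSG00000005360; chromosome 15, 8634124 to 8710764), was expressed at 4655 ± 381, 1939 ± 183, 770.5 ± 209, 5817 ± 398 and 10163 ± 799 CPM, and *Atp1b2*, which encodes ACSA-2 (ENSMUSG00000041329; chromosome 11, 69599736 to 69605942), at 4734 ± 560.3, 7413 ± 699, 9512 ± 624, 3686 ± 483 and 5208 ± 1583 CPM. Table S4 names the libraries with the most *Slc1a3* hindbrain GLAST pos and those with the least spinal cord GLAST neg.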

All astrocyte populations abundantly expressed established astrocyte markers *Glt‐1/Slc1a2*, *S100b*, *Fgfr3*, *Sox9*, and *Aqp4* (Figure 1(c)). Expression of markers for microglia, oligodendrocytes, neurons, neural stem cells, radial glia cells, ependymal cells, and endothelial cells was low or not detected, indicating that the obtained astrocyte populations were not contaminated by other CNS cell types. These results demonstrate that pure, distinct astrocyte populations were isolated from nontransgenic mice.

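Summed expression was computed for lists of marker genes of other cell types (n = 3 libraries per group). The 12 myeloid genes summed to 159 ± 65.8 CPM in libraries labelled hindbrain GLAST pos and to between 14.5 and 46.4 CPM in the other groups. For 10 oligodendrocyte genes the sum was 3643 ± 1245 CPM in libraries labelled forebrain GLAST neg, 4777 ± 1169 in forebrain GLAST pos, 13048 ± 2411 in hindbrain GLAST neg, 1705 ± 382 in hindbrain GLAST pos and 1836 ± 405 in spinal cord GLAST neg. The libraries with the highest oligodendrocyte sum are named spinal cord GLAST neg in Table S4. Summed over the 5 neuronal genes listed, expression ranged from 14.4 to 130.3 CPM between group means, and over the 4 genes of oligodendrocyte precursor cells from 9.65 to 63.6 CPM. Ependymal genes (5) summed to 477 ± 338 CPM at most, in libraries labelled forebrain GLAST pos, and to 49.7 ± 16.5 CPM at least. The 6 endothelial genes summed to between 3.46 and 14.4 CPM.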

**FIGURE 1:**
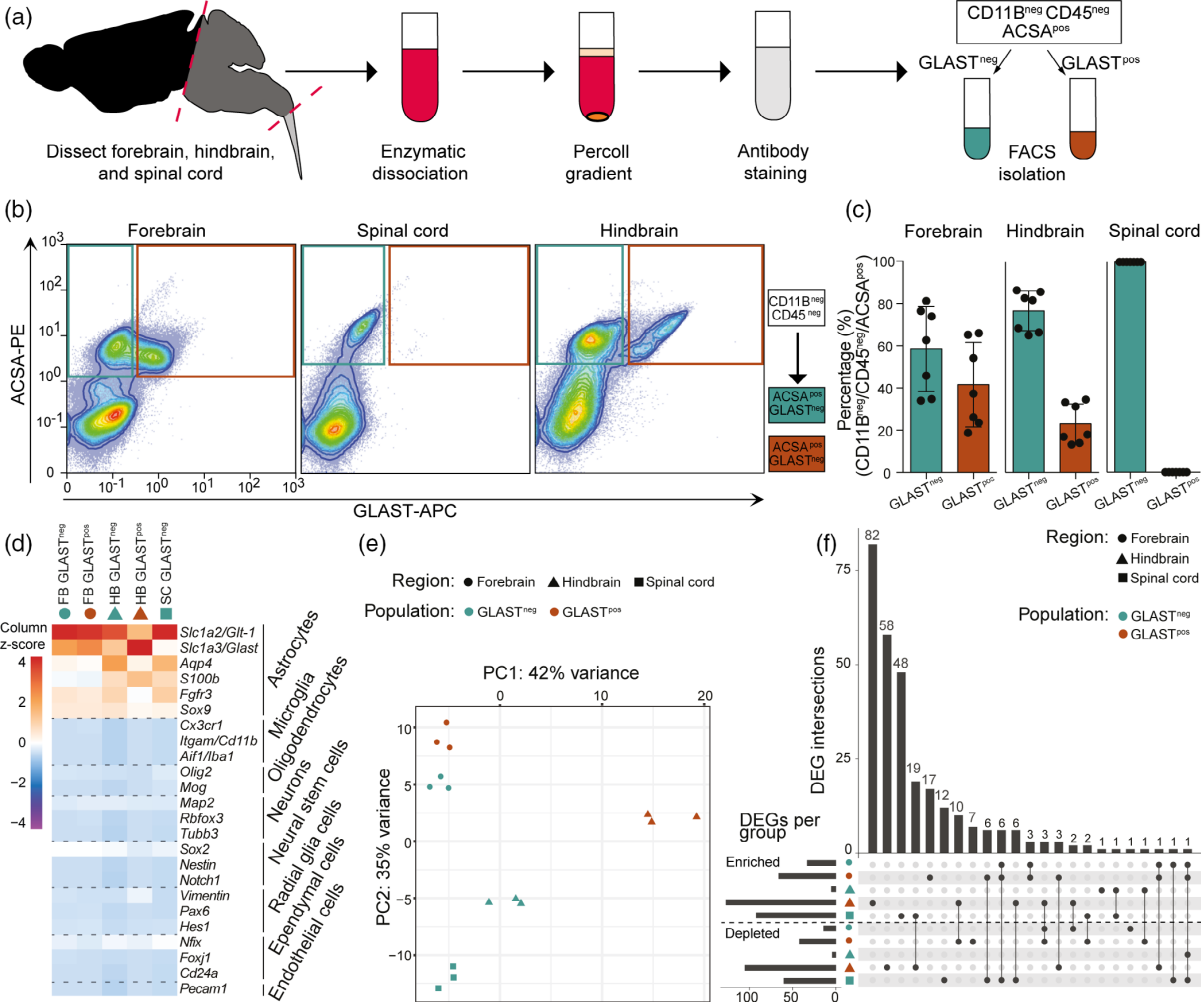
GLAST surface expression and anatomical regions distinguish astrocyte subtypes. (a) Schematic overview of the FACS‐based astrocyte isolation procedure. Astrocytes were isolated from forebrain, hindbrain, and spinal cord. Astrocyte subtypes were selected as CD11B^neg^CD45^neg^ACSA^pos^ events and based on GLAST expression. (b) Representative FACS dot plots of ACSA and GLAST expression in each CNS region (left panel). For complete gating strategies see Figure S1A. Frequency of astrocyte subtypes in different anatomical regions (right panel) as percentages (*n* = 7). Bars indicate mean ± *SD*. (c) Mean expression of the different CNS cell type markers in astrocyte subtypes depicted as column z‐scores. (d) Principal component analysis of astrocyte subtypes in forebrain, hindbrain, and spinal cord. (e) Upset diagram depicting the number and overlap of DEGs comparing all astrocyte subtype to all other subtypes. Bars show the number of enriched and depleted genes (bottom‐left). Overlapping DEGs are illustrated by interconnected dots between groups (bottom‐right), and the number of DEGs are plotted in the bar graph (top)

Several studies suggest heterogeneity among astrocytes within and between different regions exists (Chai et al., 2017; John Lin et al., 2017; Morel et al., 2019); hence, we performed RNA‐seq on all astrocyte populations from different anatomical regions. 

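PCA was computed on the 500 most variable genes after the variance-stabilizing transformation of DESeq2, which the paper names as its input. The first component held 40.7% and the second 34% of the variance. Leaving out each library in turn gave 38.5 to 45.0% and 29.2 to 36.5%, and use of all genes moved the shares most, to 21.5% and 16.4%. Libraries lay between 0.909 and 2.38 units from the centre of their group on average, and group centres were 5.94 to 32.6 units apart. The closest centres were those labelled forebrain GLAST neg and hindbrain GLAST pos, 5.94 units apart, which Table S4 names forebrain GLAST neg and forebrain GLAST pos. Next came those labelled forebrain GLAST pos and hindbrain GLAST neg, at 11.7 units, named hindbrain GLAST neg and spinal cord GLAST neg in Table S4. Group membership accounted for 82.7% of the variance between the 15 libraries (pseudo-F 11.96, permutation test with 100000 permutations, p = 1e-05, the smallest they can give).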

Principal component analysis (PCA) indicated clear segregation of astrocytes based on their anatomical origin (forebrain, hindbrain, spinal cord) (Figure 1(d)). We determined genes that were specifically enriched in astrocytes from distinct anatomical regions, compared to all other regions (Figure S2A). 

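Libraries of a region were compared with the mean of the other regions. *Dmrta2* (ENSMUSG00000047143; chromosome 4, 109978053 to 109983687) was expressed at 102 ± 3.44 CPM in libraries labelled forebrain GLAST neg, 130.0 ± 10.5 CPM in hindbrain GLAST pos and 4.10 CPM or less in the other groups (n = 3 each). Its log2 fold change in forebrain was 1.75 (standard error 0.65, adjusted p = 0.16 from edgeR) by the labels and 7.51 (0.56, 2.4e-20) under the group names of Table S4. *Chrdl1* (ENSMUSG00000031283; chromosome X, 143285674 to 143394262) had 109.6 ± 67.1 and 152 ± 25.2 CPM in the same pair of groups. For this gene the log2 fold change was -0.41 (0.63, 0.9) by the labels and 6.76 (0.47, 2.2e-22) by Table S4. For *Crym* (ENSMUSG00000030905; chromosome 7, 120186380 to 120202111), with 24.6 ± 27.5 and 74 ± 15.5 CPM, it was 0.31 (0.50, 0.91) and 6.76 (0.80, 1.1e-10). *Prss5* was not analysed here, since no gene is listed under that symbol. *Mybpc1* (ENSMUSG00000020061; chromosome 10, 88518279 to 88605152) was expressed at 199 ± 44.6 CPM in libraries labelled spinal cord GLAST neg and 27.1 ± 5.67 CPM in forebrain GLAST pos. In hindbrain its log2 fold change was -4.19 (0.97, 0.0024) by the labels and 6.18 (0.48, 4.8e-19) by Table S4. *Wif1* (ENSMUSG00000020218; chromosome 10, 121033960 to 121100650) had 137 ± 54.6 CPM in libraries labelled spinal cord GLAST neg, at least 41.2-fold higher than in those labelled hindbrain GLAST pos, where no library exceeded 3 counts, and under the Table S4 names its hindbrain log2 fold change was 5.83 (0.67, 7.0e-11).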

Genes that exhibit highest enrichment in forebrain astrocytes (logFC>6, *p*_adj_<.001) were *Dmrta2*, *Chrdl1*, *Prss5*, and *Crym*, while in hindbrain *Mybpc1* and *Wif1* were most enriched (Figure S2A). 

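The highest summed expression of the 33 listed Hox genes was found in libraries labelled hindbrain GLAST neg (1073 ± 13.7 CPM, n = 3), which Table S4 names spinal cord GLAST neg. Libraries labelled forebrain GLAST pos had 106 ± 55.0 CPM, those labelled spinal cord GLAST neg 7.51 ± 11.1 CPM, and those labelled forebrain GLAST neg and hindbrain GLAST pos 3.92 ± 2.61 and 0.912 ± 0.831 CPM. In the libraries labelled hindbrain GLAST neg, *Hoxc6* (ENSMUSG00000001661; chromosome 15, 102998257 to 103011881) was expressed at 107 ± 31.7 CPM, *Hoxc8* (ENSMUSG00000001657; chromosome 15, 102990607 to 102994111) at 155 ± 32.9 and *Hoxc9* (ENSMUSG00000036139; chromosome 15, 102976439 to 102985099) at 87.2 ± 10.1. These 3 genes are overlapped on the same strand by *Hoxc5*, so their counts are uncertain. *Hoxa7* (ENSMUSG00000038236; chromosome 6, 52214491 to 52221854), with the antisense gene *Hoxaas3*, was expressed at 69 ± 7.19 CPM and *Hoxa9* (ENSMUSG00000038227; chromosome 6, 52223100 to 52231089) at 32.8 ± 13.3 CPM. Every library labelled spinal cord GLAST neg had 3 or fewer counts of *Hoxc6*, and expression in those labelled hindbrain GLAST neg was at least 29.5-fold higher than in any group at the floor. In the comparison of spinal cord with the other regions by the labels, the log2 fold change was -3.89 for *Hoxc8* (adjusted p = 0.12 from edgeR) and between -3.86 and -2.45 for the other 4 genes (adjusted p = 1 for *Hoxc6*). Under the group names of Table S4, log2 fold changes were 8.72 (standard error 0.67, adjusted p = 8.1e-19 from edgeR) for *Hoxc6*, 8.81 (0.54, 1.2e-24) for *Hoxc8* and 8.88 (0.76, 1.5e-16) for *Hoxc9*. They were 7.38 (0.78, 1.8e-12) for *Hoxa7* and 7.45 (1.08, 1.2e-07) for *Hoxa9*.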

In spinal cord astrocytes, several homeobox (*Hox*) genes were highly enriched including *Hoxc6*, *Hoxc8‐9*, *Hoxa7*, and *Hoxa9* (Figure S2A). In situ hybridization and spatial transcriptomics data verified that *Hoxa7*, *Hoxa9*, and *Hoxc9* are predominantly expressed in spinal cord, but absent in brain (Figure S2B,C) (10x Genomics, 2019; Allen Institute, 2004, 2008; Lein et al., 2007; Maniatis et al., 2019). 

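By the sample labels, 260 genes (197 enriched, 63 depleted) were called in forebrain compared with the other regions, 390 (178 enriched) in hindbrain and 1128 (600 and 528) in spinal cord. With the group names of Table S4 the counts were 595 (317 and 278), 560 (336 and 224) and 659 (423 and 236). Which region had the most genes under these names depended on the test. DESeq2's test against a log2 fold change of 1 gave 132, 74 and 102, with forebrain highest, and edgeR's glmTreat test 200, 153 and 237. In DESeq2's Wald test hindbrain was highest. A fit of only 2 groups, the region against all other libraries, lowered the label-based counts to 4, 10 and 705 genes, and DESeq2's test against a log2 fold change of 1 to 4, 31 and 184. The latter test gave 1 enriched and 3 depleted genes in forebrain and 4 and 27 in hindbrain. DESeq2's Wald test gave 475 enriched and 665 depleted genes in spinal cord, so the balance depended on the test. Leaving out each library in turn gave 166 to 397 genes in forebrain, 304 to 540 in hindbrain and 974 to 1325 in spinal cord. Among called genes with at least 5 CPM and no overlap between groups, the largest log2 fold changes by the labels were those of *Sntn* (6.25) in forebrain, *Adgrl2* (3.15) in hindbrain and *Ccn3* (7.86) in spinal cord. The largest decreases were those of *Emb* (-5.64) in hindbrain and *Galnt6* (-7.01) in spinal cord.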

Most differentially expressed genes (DEGs) between anatomical regions were detected in spinal cord astrocytes compared to hindbrain and forebrain astrocytes (Figure S2D), suggesting they are transcriptionally most distinct from other regions. Furthermore, we compared the gene expression of astrocytes from different regions to primary neonatal astrocytes after 14 days of in vitro culture, which exhibited extensive differences in their transcriptional profile (Figure S3A,B). 

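The 3 libraries of cultured neonatal astrocytes held between 2183464 and 8188074 counts. They came from C57BL/6J mice and the acutely isolated libraries from FVB/N mice, so strain, age and culture cannot be told apart. Of 17126 genes tested over 18 libraries, 5424 were called, 3989 enriched and 1435 depleted in cultured astrocytes. Leaving out each library gave 4120 to 5679 genes, and DESeq2's test against a log2 fold change of 1 gave the lowest count, 1535, with fewer enriched than depleted genes (688 and 847). DESeq2's Wald test gave 2163 enriched and 1864 depleted genes, and filterByExpr 2058 and 1556. *Ccn5* (ENSMUSG00000027656; chromosome 2, 163820861 to 163833146) had the largest log2 fold change, 9.11 (standard error 0.60, adjusted p = 2.7e-15 from edgeR), and *Gjb6* (ENSMUSG00000040055; chromosome 14, 57123303 to 57133611) the lowest, -7.89 (0.27, 1.4e-25). In the PCA of all 18 libraries, the cultured group lay 61.9 to 68.1 units from the acutely isolated groups along components that held 60.9% and 14.0% of the variance.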

Genes involved in “wound healing” and “actin filament organization” were enriched in cultured astrocytes, while genes associated with “synapse organization” and “axon development” were depleted (Figure S3C).

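On the first 2 components of the PCA of acutely isolated astrocytes, the centres of the libraries labelled forebrain GLAST neg and forebrain GLAST pos were 16.3 units apart, and those labelled hindbrain GLAST neg and hindbrain GLAST pos 28.0 units. With the group names of Table S4, the hindbrain groups were 21.4 units apart, and the forebrain groups were the closest pair described above.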

We next investigated potential intraregional differences in astrocyte subtypes and observed segregation of GLAST^pos^ and GLAST^neg^ astrocytes in forebrain and hindbrain, which was more pronounced in hindbrain. 

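Each population was compared with the mean of the 4 others. By the labels, 113 genes were enriched and 63 depleted in forebrain GLAST neg, 257 and 33 in forebrain GLAST pos, 423 and 236 in hindbrain GLAST neg and 208 and 164 in hindbrain GLAST pos libraries. The spinal cord GLAST neg group is the only one of its region, so its count is the one given for spinal cord. Under the names of Table S4, the total was 372 in forebrain GLAST pos, 290 in hindbrain GLAST neg, 1128 in hindbrain GLAST pos and 659 in spinal cord GLAST neg. DESeq2's test against a log2 fold change of 1 called 18, 4, 102, 60 and 184 genes in the groups labelled forebrain GLAST neg, forebrain GLAST pos, hindbrain GLAST neg, hindbrain GLAST pos and spinal cord GLAST neg. Counts from fits that each left out one library ranged from 114 to 290 in forebrain GLAST neg, 91 to 413 in forebrain GLAST pos, 473 to 933 in hindbrain GLAST neg and 239 to 492 in hindbrain GLAST pos libraries.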

Comparison of astrocyte populations revealed distinct transcriptomes with a number of enriched and depleted genes per population (Figure 1(e)). Myelination‐associated GO terms were annotated for genes enriched in spinal cord and genes depleted in hindbrain GLAST^pos^ (Figure S2E). Genes enriched in both forebrain populations were associated with “forebrain development”, and genes enriched in hindbrain GLAST^pos^ astrocytes were annotated with “extracellular matrix (ECM) organization” and “cell‐substrate adhesion” (Figure S2E).

Together these data support pronounced interregional and intraregional heterogeneity in the transcriptomes of astrocytes and suggest that GLAST expression distinguishes distinct astrocyte subtypes.

### 3.2 GLAST^pos^ and GLAST^neg^ astrocytes are transcriptionally distinct

To delineate the differences between GLAST^pos^ and GLAST^neg^ astrocytes, we further assessed their transcriptional profiles and compared their gene signatures with published astrocyte mRNA profiles.

Hierarchical clustering was performed on all DEGs (genes enriched and depleted in astrocyte subtypes; Figure 1(e)), which resulted in seven gene clusters of genes based on their expression in astrocyte populations (Figure 2(a)). Clusters 4 and 6 contained genes that were highly expressed in spinal cord and moderately in hindbrain GLAST^neg^ astrocytes (Figure 2(a)). 

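Over the 1827 genes called in at least one population by the sample labels, mean log2 CPM was highest in libraries labelled spinal cord GLAST neg for 582 genes (31.9%). Among these 582, the second highest group was forebrain GLAST pos for 268, hindbrain GLAST pos for 134, forebrain GLAST neg for 109 and hindbrain GLAST neg for 71. Under the group names of Table S4, spinal cord GLAST neg was highest for 519 genes, and for 278 of them hindbrain GLAST neg was second.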

Genes in cluster 4 were associated with “axon ensheathment”, based on GO analysis (Figure 2(b)). Genes in clusters 5 and 1 were enriched for “ECM organization” and “hormone metabolism” and were predominantly expressed in hindbrain GLAST^pos^ astrocytes (Figure 2(a),(b)). 

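Libraries labelled hindbrain GLAST pos had the highest mean for 307 of the 1827 genes, and 79 genes were called only in that group. By the names of Table S4, hindbrain GLAST pos was highest for 582 genes, and 750 genes, enriched or depleted, were called only there.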

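Group means of the 1827 called genes, standardized per gene, were compared between the forebrain groups. The correlation across genes between libraries labelled forebrain GLAST neg and forebrain GLAST pos was -0.134, with a median absolute difference of 0.69 on the log2 scale. The names of Table S4 gave a correlation of 0.481 and a difference of 0.39. Genes are not independent replicates, so no p is given.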

GLAST^pos^ and GLAST^neg^ astrocytes in forebrain exhibited similar expression of DEGs that related to clusters 2 and 3 (Figure 2(a)). These clusters contained genes associated with “cortex/forebrain development” and “neuron proliferation” (Figure 2(b)).

**FIGURE 2:**
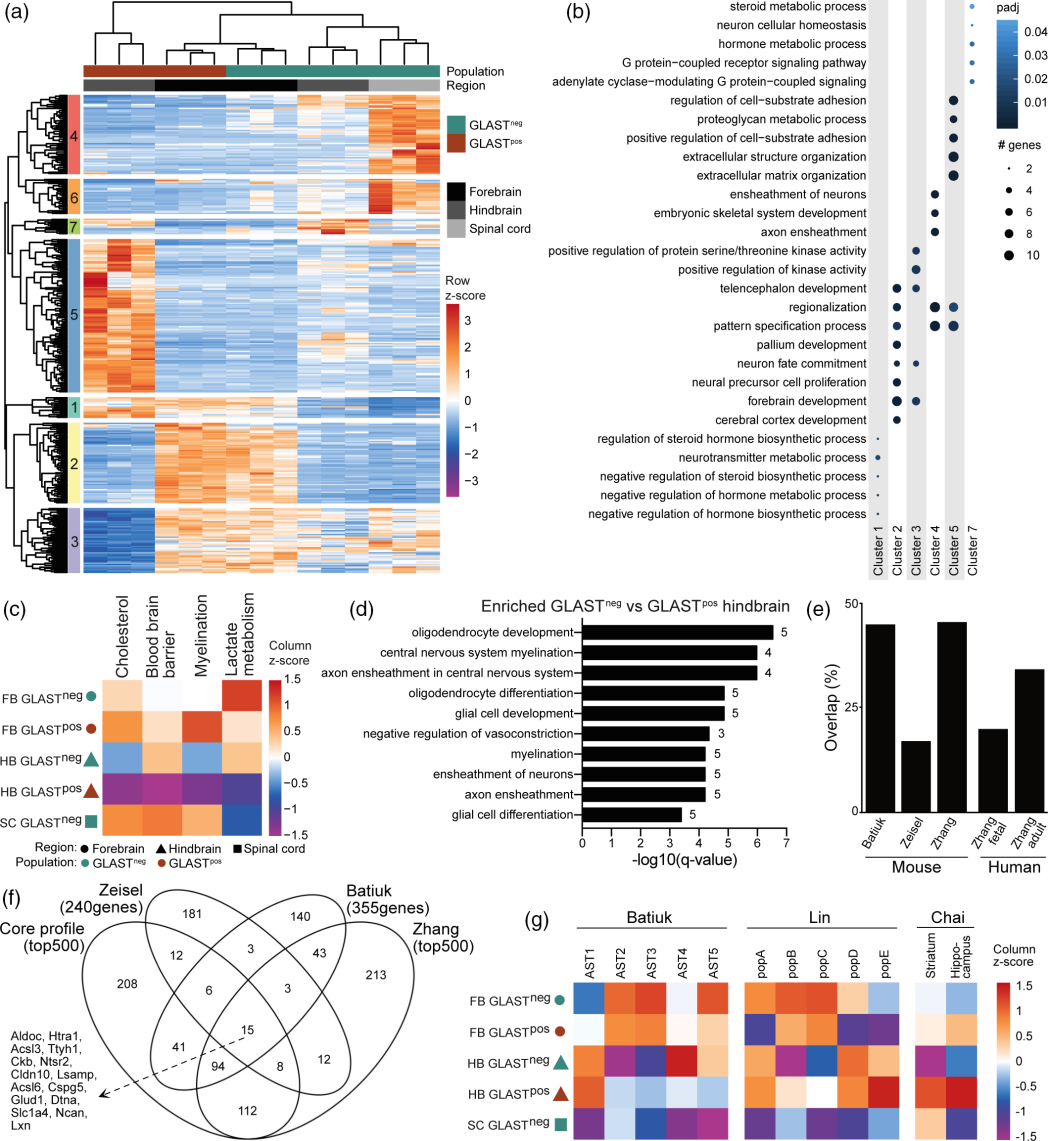
Astrocyte subtypes are transcriptionally distinct. (a) Unsupervised clustering of all genes differentially expressed in each subtype per region compared to all other groups, illustrated as row z‐scores of normalized counts. (b) GO terms enriched in gene clusters from (c). Top five enriched GO terms per cluster are plotted against enrichment of these GO terms in all clusters. Only clusters with significantly enriched GO terms are shown. (c) Mean expression of genes involved in lactate metabolism, myelination, blood brain barrier, and cholesterol synthesis illustrated as z‐scores per group (*n* = 3). For lists of genes see Table S1. (d) GO terms associated with genes enriched in hindbrain (HB) GLAST^neg^ compared to HB GLAST^pos^. Numbers behind bars indicate number of genes per GO category. (e) Percentage overlap of top 500 astrocyte core genes with published astrocyte gene sets (Batiuk et al., 2020; Zeisel et al., 2015; Zhang et al., 2014, 2016). (f) Overlap of top 500 astrocyte core genes with published mouse astrocyte gene sets (Batiuk et al., 2020; Zeisel et al., 2015; Zhang et al., 2014) visualized in a Venn diagram. Genes overlapping in all four datasets are indicated. (g) Mean expression of genes associated with astrocyte subtypes of published datasets (Batiuk et al., 2020; Chai et al., 2017; John Lin et al., 2017) illustrated as z‐score per group (*n* = 3)

Next, we investigated the expression of genes involved in biological processes associated with astrocytes, that is, lactate metabolism, myelination, the BBB, and cholesterol synthesis (Figure 2(c) and Supplemental file Table S1). Genes involved in lactate metabolism were more highly expressed in both forebrain subtypes and in hindbrain GLAST^neg^ astrocytes compared to the other populations (Figure 2(c)). 

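The lists of Table S1 hold 16 genes for lactate metabolism, 8 for myelination, 16 for the blood brain barrier (BBB) and 19 for cholesterol synthesis. *Slc16a5* of the lactate list is absent from the subtype table. A score was the mean of log2(CPM + 1) over the genes of a list in each library. The lactate score (mean ± SD, n = 3) was 5.35 ± 0.20 in libraries labelled forebrain GLAST neg, 5.12 ± 0.11 in forebrain GLAST pos, 4.75 ± 0.12 in hindbrain GLAST neg, 5.08 ± 0.12 in hindbrain GLAST pos and 4.84 ± 0.19 in spinal cord GLAST neg. In libraries labelled hindbrain GLAST pos it was 0.07 above the mean of the 12 other libraries (exact two-sided permutation test, p adjusted over 4 scores by the Benjamini-Hochberg method 0.71), a comparison whose smallest possible p is 0.0022. With the group names of Table S4, hindbrain GLAST pos was 0.24 below the others, that is -0.24 (adjusted p = 0.17, exact permutation test).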

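The myelination score was 2.42 ± 0.21 in libraries labelled forebrain GLAST neg, 2.36 ± 0.29 in forebrain GLAST pos, 2.56 ± 0.68 in hindbrain GLAST neg, 2.76 ± 0.14 in hindbrain GLAST pos and 2.05 ± 0.14 in spinal cord GLAST neg (n = 3 each). Libraries labelled hindbrain GLAST pos differed from all others by 0.41 (exact permutation test, adjusted p = 0.21), and under the names of Table S4 by -0.47 (adjusted p = 0.056, exact permutation test, both Benjamini-Hochberg).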

Myelination and cholesterol synthesis genes were highest expressed in spinal cord and forebrain GLAST^pos^ astrocytes (Figure 2(c)). In all populations BBB genes were expressed at similar levels, except for GLAST^pos^ hindbrain astrocytes in which expression was much lower (Figure 2(c)). 

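The BBB score was 4.65 ± 0.13 in libraries labelled forebrain GLAST neg, 4.73 ± 0.07 in forebrain GLAST pos, 4.80 ± 0.14 in hindbrain GLAST neg, 4.74 ± 0.08 in hindbrain GLAST pos and 4.15 ± 0.42 in spinal cord GLAST neg (n = 3 each). The difference between libraries labelled hindbrain GLAST pos and the others was 0.16 (adjusted p = 0.54, Benjamini-Hochberg, exact permutation test). By the names of Table S4 it was -0.58 (adjusted p = 0.0044, exact permutation test), with every hindbrain GLAST pos library below every other.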

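For the 19 cholesterol synthesis genes the score was 6.42 ± 0.23 in libraries labelled forebrain GLAST neg, 6.11 ± 0.36 in forebrain GLAST pos, 6.60 ± 0.14 in hindbrain GLAST neg, 6.66 ± 0.09 in hindbrain GLAST pos and 5.65 ± 0.06 in spinal cord GLAST neg (n = 3 each). Table S4 names the libraries with the lowest score hindbrain GLAST pos.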

Cholesterol synthesis genes showed highest expression in all forebrain and spinal cord populations (Figure 2(c)). 

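The cholesterol synthesis score of libraries labelled hindbrain GLAST pos was 0.46 above that of the other populations (exact permutation test, adjusted p = 0.21, Benjamini-Hochberg). By the group names of Table S4 it was -0.80 (adjusted p = 0.0044, exact permutation test). By the labels 2 other groups had more DEGs than hindbrain GLAST pos, and by the names of Table S4 no other group had.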

Of note, hindbrain GLAST^pos^ exhibited higher number of DEGS and lowest expression of all of these gene sets (Figures 1(e) and 2(c)), suggesting they are most distinct from other astrocyte subtypes. Dissecting the differences between hindbrain subtypes further, we found that genes enriched in GLAST^neg^ compared to GLAST^pos^ astrocytes were associated with “myelination” and “oligodendrocyte differentiation” (Figure 2(d) and Supplemental file Table S2). 

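The direct comparison of libraries labelled hindbrain GLAST neg with those labelled hindbrain GLAST pos gave 595 DEGs, 303 higher and 292 lower in GLAST neg. Of the alternatives that keep the labels, the lowest count came from DESeq2's test against a log2 fold change of 1, with 168 genes, and the highest from a fit of only the 6 libraries, with 797. Fits without one library each gave 435 to 508 genes. Replicate numbers as a block gave 743 genes, although same-numbered libraries were not alike (mean r -0.0121 across genes). The largest log2 fold changes were those of *Hoxc6* (9.62), *Hoxa5* (9.62) and *Hoxc9* (9.33) among genes higher in GLAST neg, and of *Dmrta2* (-9.90), *Nr2e1* (-9.82) and *Car8* (-9.10) among genes lower. Under the group names of Table S4, 562 genes were called, 377 higher and 185 lower in GLAST neg, of which 165 were shared with the 595. There the extremes were *Sntn* (7.73), *Edn1* (7.51) and *Galnt6* (7.24) on one side and *Dach2* (-7.62), *Greb1* (-7.28) and *Hhip* (-6.69) on the other.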

Of note, there were no DEGs detected when directly comparing GLAST^pos^ and GLAST^neg^ forebrain populations (Supplemental file Table S3).

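Between libraries labelled forebrain GLAST neg and forebrain GLAST pos, 181 DEGs were called, 80 higher and 101 lower in GLAST neg. With each library left out, the count was 121 to 169 genes, and DESeq2's test against a log2 fold change of 1 gave 40. For the groups as named in Table S4, 27 genes were called, 22 higher and 5 lower, and 7 of them were among the 181. DESeq2's test against 1 with those names gave 0 genes, with 51 at an unadjusted p under 0.05. Replicate numbers as a block gave 333 genes by the labels (mean r of same-numbered libraries 5e-04). From the distinct transcriptional profiles of GLAST pos and GLAST neg astrocytes, which it found more pronounced in hindbrain than in forebrain, the paper proposes that they represent distinct astrocyte subtypes.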

The top 500 expressed genes among all astrocyte populations, representing the core astrocyte transcriptional profile in our data, are listed in supplemental file Table S4. This core astrocyte profile was compared to other published astrocyte profiles (Batiuk et al., 2020; Zeisel et al., 2015; Zhang et al., 2014, 2016), and the overlap with mouse and human astrocyte gene sets was 20–50% (Figure 2(e)). 

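Ranked by mean CPM over the 15 libraries, 499 of the 500 highest genes are listed in Table S4. The lowest of them had a mean of 240.4 CPM and the highest, *mt-Rnr2*, 72075 CPM. Together the 500 genes took 55.9% of the counts. Of these genes, 305 were also among the 500 highest of each of the 5 groups, a number that does not depend on which group carries which name.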

Highest overlap was observed with mouse astrocyte profiles of Zhang et al. and Batiuk et al., and we identified 15 genes overlapping with all investigated mouse astrocyte gene sets (Figure 2(f)). In addition, expression of genes enriched in astrocyte subtypes identified in other studies (Batiuk et al., 2020; Zeisel et al., 2015; Zhang et al., 2014) was analyzed in our astrocyte subtypes (Figure 2(g)). 

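The 15 genes of Fig. 2f ranked between 15 and 435 by mean CPM over the 15 libraries. *Aldoc* (ENSMUSG00000017390; chromosome 11, 78322968 to 78327781) was highest at 5882 ± 827 CPM (SD over 15 libraries), followed by *Htra1* at 3233 ± 1113, *Acsl3* at 2965 ± 698 and *Ttyh1* at 2603 ± 346. The lowest were *Ncan* at 358 ± 204 and *Lxn* at 264 ± 73.8 CPM. The SD was largest relative to the mean for *Cspg5*, at 685 ± 628 CPM, which ranged from 84.4 to 1789 CPM between libraries.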

Genes enriched in the mature astrocyte subtype “AST1”, identified by Batiuk et al. (Batiuk et al., 2020) using single‐cell RNA‐seq and associated with subpial and hippocampal regions, were expressed highest in both hindbrain populations. Genes of mature subtypes “AST2‐3”, associated with cortical layers, were highest expressed by both forebrain populations in our dataset (Figure 2(g)). Astrocyte population “AST4” may represent a progenitor population (Batiuk et al., 2020), and genes enriched in this subtype were highest expressed by GLAST^neg^ hindbrain astrocytes (Figure 2(g)). “AST5” is annotated as an intermediate progenitor astrocyte subtype (Batiuk et al., 2020), and was more associated with both forebrain and GLAST^neg^ hindbrain astrocytes (Figure 2(g)). Lin et al. identified five distinct subtypes based on surface protein expression (John Lin et al., 2017). Enriched genes of populations B and C were predominantly expressed by forebrain astrocytes (Figure 2(g)). Population C is strongly associated with synapse organization and is more proliferative than other astrocytes (John Lin et al., 2017). Astrocytes from population C have higher migratory potential than other astrocytes (John Lin et al., 2017), and are more related to both hindbrain and GLAST^neg^ forebrain subtypes (Figure 2(g)). Genes enriched in population D and E were expressed highest in both hindbrain populations (Figure 2(g)). Genes differentially expressed in striatal compared to hippocampal astrocytes (Chai et al., 2017) were predominantly expressed by GLAST^pos^ hindbrain astrocytes (Figure 2(g)). Striatum‐enriched astrocyte genes were also associated with spinal cord astrocytes, whereas hippocampus‐enriched genes were also associated with GLAST^pos^ forebrain astrocytes (Figure 2(g)). These studies focused on astrocytes from the brain, explaining the low correlation of these subpopulations with spinal cord astrocytes (Figure 2(g)).

Summarizing, our findings demonstrate that GLAST^pos^ and GLAST^neg^ astrocytes are transcriptionally distinct and partially overlap with subtypes identified in other studies, indicating that GLAST expression distinguishes distinct astrocyte subtypes.

### 3.3 Transcriptional profiles of astrocyte subtypes differ during EAE

Astrocytes play a major role in EAE development (Brambilla et al., 2014) and transcriptomic changes during EAE are specific to particular regions (Itoh et al., 2017), but subtypes have been poorly explored. To address differences between astrocyte subtypes during EAE, we investigated their gene expression profiles over the course of EAE. 

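The EAE experiment comprised 66 libraries of C57BL/6 mice, 23 of hindbrain GLAST neg, 21 of hindbrain GLAST pos and 22 of spinal cord GLAST neg astrocytes. There were 5 control libraries of each population. Stage E1 had 6 libraries of each hindbrain population and 5 of spinal cord, E4 had 6 of each population, and Ech had 6 of hindbrain GLAST neg, 4 of hindbrain GLAST pos and 6 of spinal cord GLAST neg. The deposited counts were made by the authors as for the subtype experiment, and each library held between 1313682 and 4895220 of them (median 2936680). The detection floor of 3 counts corresponded to between 0.613 and 2.28 CPM. Of 48526 genes listed, the 23324 with at least 10 counts over the 66 libraries were tested, and each stage was compared with the controls of its population in a fit of all 66 libraries. For one library of spinal cord at E1, replicate 1, the title gives spinal cord and another field of the label hindbrain. It was taken as spinal cord, as its title says. The sample labels carry a sheet number, which was treated as a batch. Hindbrain GLAST neg libraries have numbers from 25 to 56 and hindbrain GLAST pos libraries from 61 to 95, so population and sheet number cannot be told apart there. The spinal cord controls have numbers from 60 to 83, and of the spinal cord E4 libraries only replicate 3 has a number of 57 or more.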

Hindbrain and spinal cord astrocytes (GLAST^pos^ and GLAST^neg^) were isolated from unimmunized control animals (C), and during EAE at score 1 (E1: mild clinical signs), score 4 (E4: severe clinical signs), and chronic (Ech: chronic clinical signs) and profiled with RNA‐seq (Figure 3(a)). Since EAE only affects the forebrain only to a minor extent (Constantinescu, Farooqi, O'Brien, & Gran, 2011), we excluded forebrain astrocytes from our analyses.

**FIGURE 3:**
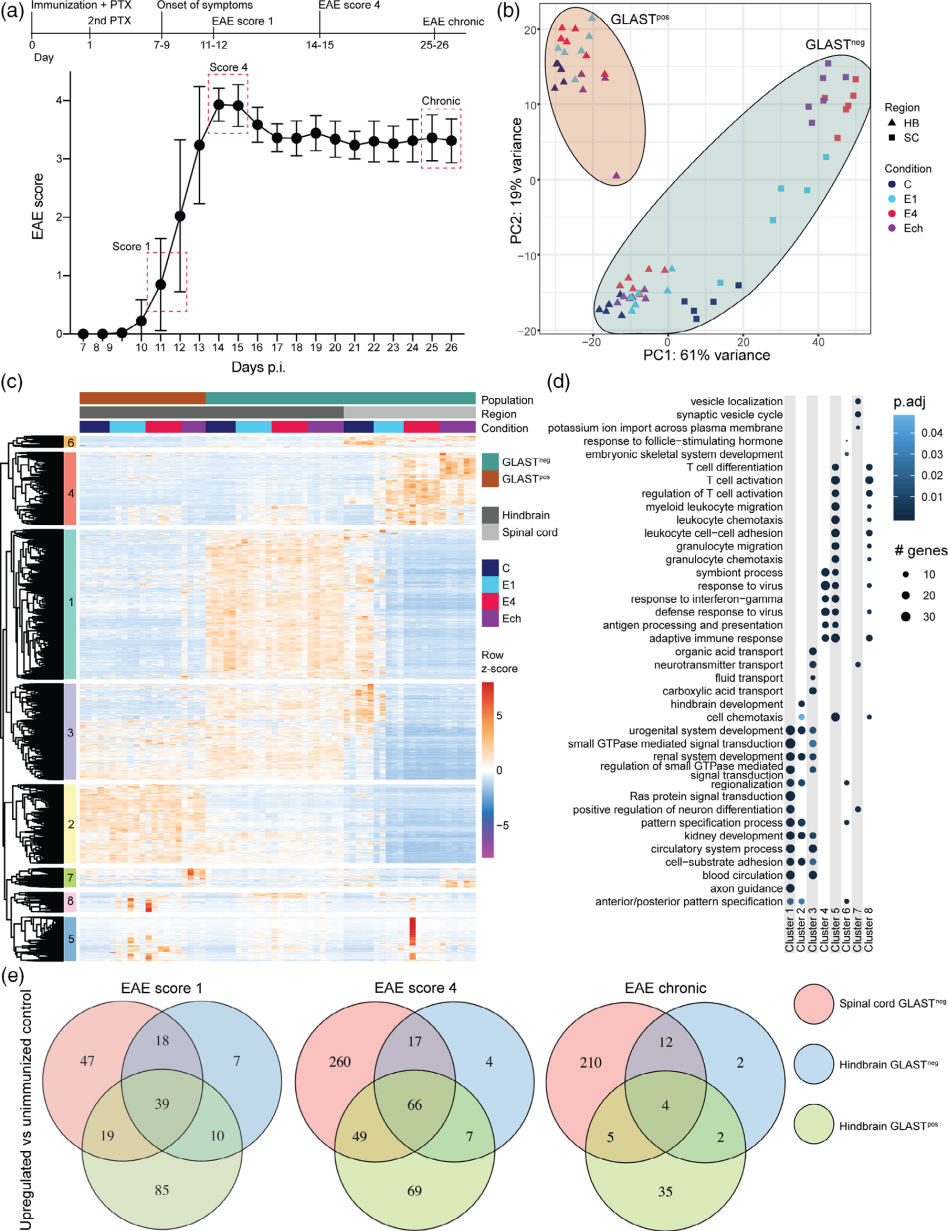
Distinct transcriptional responses of astrocyte subtypes during EAE. (a) Schematic overview of EAE timeline starting with immunization at day 0 (top) and the EAE disease progression from 7–26 days post immunization (p.i.; bottom). Mice were sacrificed at score 1 (E1), score 4 (E4), and chronic (Ech) as indicated with red dotted squares. Unimmunized mice served as control (C). Points indicate mean ± *SD*. (b) Principal component analysis of hindbrain and spinal cord astrocyte subtypes at different EAE stages. (c) Unsupervised clustering of all genes differentially expressed between different conditions within astrocyte populations, illustrated as row z‐scores of normalized counts. (d) GO terms enriched in gene clusters from (c). Top five enriched GO terms per cluster are plotted against enrichment of these GO terms in all clusters. (e) Comparison of upregulated genes among astrocyte subtypes in different EAE stages compared to unimmunized mice

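The first component of the PCA of 66 libraries held 57.6% and the second 19.8% of the variance of the 500 most variable genes, and the first held 29.8% with all genes. On these components the centre of the control hindbrain GLAST neg libraries was at -17.3 and -20.7, that of hindbrain GLAST pos at -36.0 and 16.1, and that of spinal cord GLAST neg at 12.3 and -20.8, while control libraries lay on average 2.76, 1.94 and 4.84 units from their own centre. During EAE, the hindbrain GLAST neg centres stayed between -10.1 and -5.83 on the first component and those of hindbrain GLAST pos between -28.9 and -23.1.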

In line with our previous results, GLAST^pos^ and GLAST^neg^ astrocytes segregated clearly in control animals and during EAE based on PCA (Figure 3(b) and Figure S4). Most variance over the course of disease was observed in spinal cord astrocytes, whereas segregation in both hindbrain subtypes in different EAE stages was less pronounced (Figure S4). 

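In spinal cord, the centres of E1, E4 and Ech were 27.7, 54.1 and 50.5 units from that of the controls. The distances were 11.7, 10.3 and 7.41 units in hindbrain GLAST neg and 8.76, 9.38 and 14.0 units in hindbrain GLAST pos. Stage accounted for 69.2% of the variance between the 22 spinal cord libraries (pseudo-F 13.46), 44.8% between the 23 hindbrain GLAST neg libraries (5.13) and 36.1% between the 21 hindbrain GLAST pos libraries (3.20). Permutation tests with 100000 permutations gave p = 1e-05, the smallest they can give, for the first and second and p = 7e-05 for the third.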

Hierarchical clustering of all DEGs between subtypes and different EAE stages revealed three gene clusters (4, 5, and 8) associated with EAE progression (Figure 3(c)). 

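Genes called upregulated in one population were looked up in the others. Of those upregulated in hindbrain GLAST neg astrocytes, 100% at E1, 95.8% at E4 and 95.5% at Ech had a log2 fold change above 0 in spinal cord. For genes upregulated in hindbrain GLAST pos the shares above 0 in spinal cord were 88.6%, 86.6% and 69.6%. Of the genes upregulated in spinal cord, 90.6%, 84.3% and 74.5% had one above 0 in hindbrain GLAST neg and 79.4%, 70.4% and 56.8% in hindbrain GLAST pos. From lists of marker genes of leukocytes, 7, 8 and 5 of 8 pan leukocyte genes were called upregulated in spinal cord at E1, E4 and Ech, 1, 1 and 0 in hindbrain GLAST neg and 4, 4 and 2 in hindbrain GLAST pos. Adjusted over the 8 genes alone, the counts were 7, 8 and 6 in spinal cord, 5, 6 and 3 in hindbrain GLAST neg and 6, 7 and 3 in hindbrain GLAST pos.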

Genes in clusters 5 and 8 were upregulated in all EAE stages and in all subtypes and were associated with “T‐cell activation”, “leukocyte migration”, and other immune‐related processes (Figure 3(d)). 

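Genes called upregulated in spinal cord and in neither hindbrain population numbered 406 at E1, 1317 at E4 and 1109 at Ech. The change itself differed between spinal cord and hindbrain GLAST neg astrocytes for 50 genes at E1 (16 larger and 34 smaller in spinal cord), 1848 at E4 (448 and 1400) and 1587 at Ech (359 and 1228), by edgeR's test of the interaction. The E1 count moved most, to 232 with DESeq2's Wald test, 4 with edgeR's glmTreat test against a log2 fold change of 1 and between 17 and 388 when each library was left out. With DESeq2's test against a log2 fold change of 1, 17 genes were larger and 591 smaller in spinal cord at E4. At Ech it was 29 and 494, so the share of larger changes depended on the test.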

Cluster 4 was specifically upregulated in spinal cord astrocytes during EAE and contained genes involved in “response to virus”, “response to interferon‐gamma”, and “antigen‐presentation” (Figure 3(c),(d)). These results show that all astrocyte subtypes acquire an immune‐activated phenotype during EAE.

To further assess differences between astrocyte subtypes during EAE, we investigated the upregulated genes in each subtype per EAE stage, compared to astrocytes from unimmunized control mice (Figure 3(e)). 

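Compared with controls, 582, 1586 and 1203 genes were upregulated in spinal cord at E1, E4 and Ech. In hindbrain GLAST neg the counts were 148, 165 and 44, and in hindbrain GLAST pos 297, 388 and 283. With DESeq2's test against a log2 fold change of 1 the spinal cord counts moved most, to 123, 392 and 231, and there were 74, 94 and 20 in hindbrain GLAST neg and 150, 182 and 49 in hindbrain GLAST pos. The replicate block moved the counts of hindbrain GLAST neg most, to 402, 409 and 218. Fits of only the 2 groups compared gave 364, 386 and 151 genes in hindbrain GLAST neg and 211, 302 and 280 in hindbrain GLAST pos. Which hindbrain population had fewer upregulated genes thus depended on the fit. Under DESeq2's test against 1, hindbrain GLAST pos had more upregulated genes than spinal cord at E1. Leaving out each library gave 408 to 732, 1272 to 1676 and 983 to 1215 genes in spinal cord, 102 to 181, 115 to 164 and 16 to 54 in hindbrain GLAST neg, and 174 to 372, 242 to 416 and 152 to 337 in hindbrain GLAST pos. Within sheet numbers of 57 or more, 361 genes were upregulated in spinal cord at E1 and 943 at Ech, and E4 has too few libraries to be compared there.

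**Figure D2:**
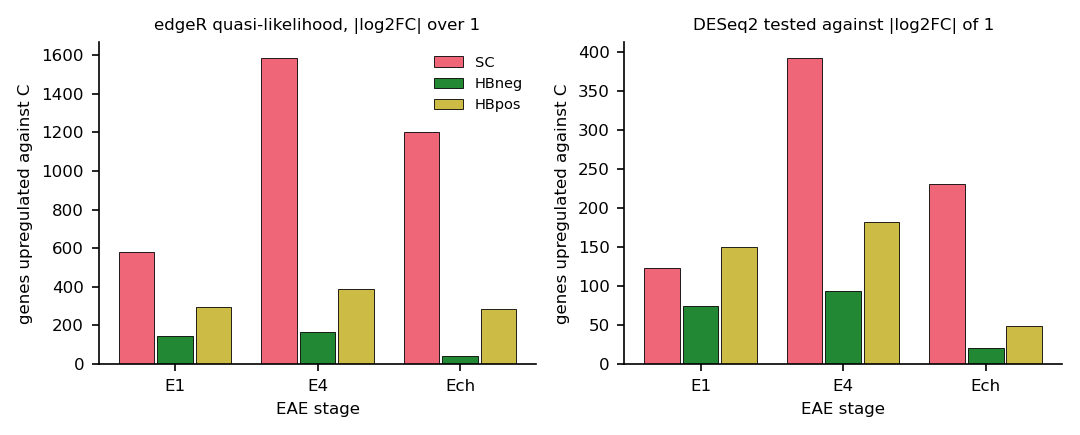
Number of genes upregulated compared with controls at E1, E4 and Ech in each astrocyte population. Bars are counts from edgeR with both limits and from DESeq2's test against a log2 fold change of 1. At E4 the spinal cord counts are 1586 and 392.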

Spinal cord astrocytes had markedly more upregulated genes in every condition compared to both hindbrain populations, and the number of upregulated genes was lowest in hindbrain GLAST^neg^ astrocytes (Figure 3(e)). 

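Of the 754 genes upregulated in any population at E1, 87 (11.5%) were upregulated in all 3. At E4 it was 112 of 1753 genes (6.39%) and at Ech 15 of 1418 (1.06%). With DESeq2's test against 1 the shares were 40 of 221 (18.1%), 67 of 461 (14.5%) and 5 of 269 (1.86%). The 2 hindbrain populations shared 97, 117 and 18 genes.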

The overlap of upregulated genes among all populations was markedly low, suggesting distinct transcriptional responses at different stages of EAE (Figure 3(e)).

Our comparisons show that astrocyte subtypes exhibit distinct gene expression profiles over the course of EAE, and that transcriptional changes in spinal cord astrocytes are most pronounced.

### 3.4 Spinal cord astrocytes exhibit a reactive transcriptional profile especially during acute EAE stages

Most EAE‐associated transcriptional changes were detected in spinal cord astrocytes, which is in line with previous observations (Itoh et al., 2017) and EAE pathology, since most lesions occur in the spinal cord (Constantinescu et al., 2011); hence, we focused on this population to further dissect astrocyte changes during EAE in more detail.

We found most DEGs in E4 and Ech stages compared to unimmunized controls (Figure 4(a)). 

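In spinal cord 858 genes were downregulated at E1, 2598 at E4 and 2233 at Ech. The fits without one library gave 519 to 1090, 2250 to 2630 and 1906 to 2289 genes, and within sheet numbers of 57 or more the count was 208 at E1 and 1314 at Ech. Genes called at a single stage numbered 55 (up) and 130 (down) at E1, 746 and 855 at E4 and 462 and 592 at Ech. The largest log2 fold changes among called genes without overlap between groups were those of *Fcgr2b* (9.28) at E1, *Lyz2* (12.60) at E4 and *Piezo2* (10.01) at Ech. No control library had more than 3 counts of these genes, so that *Lyz2* at E4 was at least 177-fold higher.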

Interestingly, a considerable number of upregulated (93) and downregulated (30) genes were shared across all EAE stages indicating a partial overlap in transcriptional programs between stages. 

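By edgeR, 376 genes were upregulated and 560 downregulated in spinal cord at all 3 stages. DESeq2's test against a log2 fold change of 1 gave 93 and 30 genes. Fits that each left out one library gave 281 to 462 and 347 to 779 genes. A further 339 upregulated and 1048 downregulated genes were shared by E4 and Ech only, 125 and 135 by E1 and E4 only, and 26 and 33 by E1 and Ech only.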

By clustering all DEGs between EAE stages, we found one main cluster for unimmunized mice, and one main cluster for EAE (Figure S5A). Cluster 1 genes were predominantly expressed in astrocytes from unimmunized mice and were associated with “synapse organization” and “cell chemotaxis” (Figure S5A,B). In all stages of EAE, cluster 2 was highly expressed and genes were enriched for “response to virus” and “response to interferon‐gamma” (Figure S5A,B). Genes that were upregulated in all disease stages and specifically in E4 were associated with immune‐related GO terms such as “Tnf production”, “myeloid leukocyte activation”, and “response to virus” (Figure 4(b)). Genes upregulated in Ech were involved in “mitotic nuclear division” and “DNA replication”, indicating a proliferative astrocyte phenotype in this stage (Figure 4(b)). 

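Of 24 cell cycle genes, 4 were called upregulated in spinal cord at E1, 7 at E4 and 17 at Ech, and 8, 11 and 19 when adjusted over the 24 alone. Their summed expression was 109.5 ± 20.0 CPM in controls (n = 5), 297 ± 154 at E1 (n = 5), 479 ± 231 at E4 (n = 6) and 1092 ± 306 at Ech (n = 6). *Mki67* (ENSMUSG00000031004; chromosome 7, 135689784 to 135716361), which encodes KI67, rose from 0.694 to 10.7, 37.0 and 65 CPM, with a log2 fold change at Ech of 6.74 (standard error 1.32, adjusted p = 5.4e-05 from edgeR). The 4 genes of oligodendrocyte precursor cells summed to 329 ± 151 CPM in controls and 1218 ± 504 CPM at Ech.

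**Figure D3:**
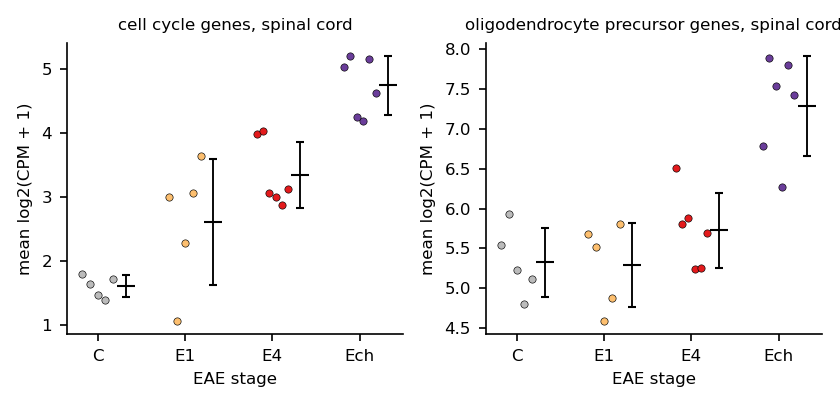
Mean log2(CPM + 1) of 24 cell cycle genes and of 4 genes of oligodendrocyte precursor cells in each spinal cord GLAST neg library. Points are libraries and bars are mean ± SD of 5 or 6. Both means were highest at Ech.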

Downregulated genes in predominantly E4 and Ech were associated with “synapse organization”, “hormone secretion”, and “blood circulation” (Figure 4(b)). 

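Table S5 lists 93 upregulated and 30 downregulated genes. Of these, 91 and 30 were among the genes called at every stage by edgeR, and with DESeq2's test against 1 all 93 and all 30.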

The core astrocyte EAE profile with all up‐ and downregulated genes in all disease stages is listed in supplemental file Table S5.

**FIGURE 4:**
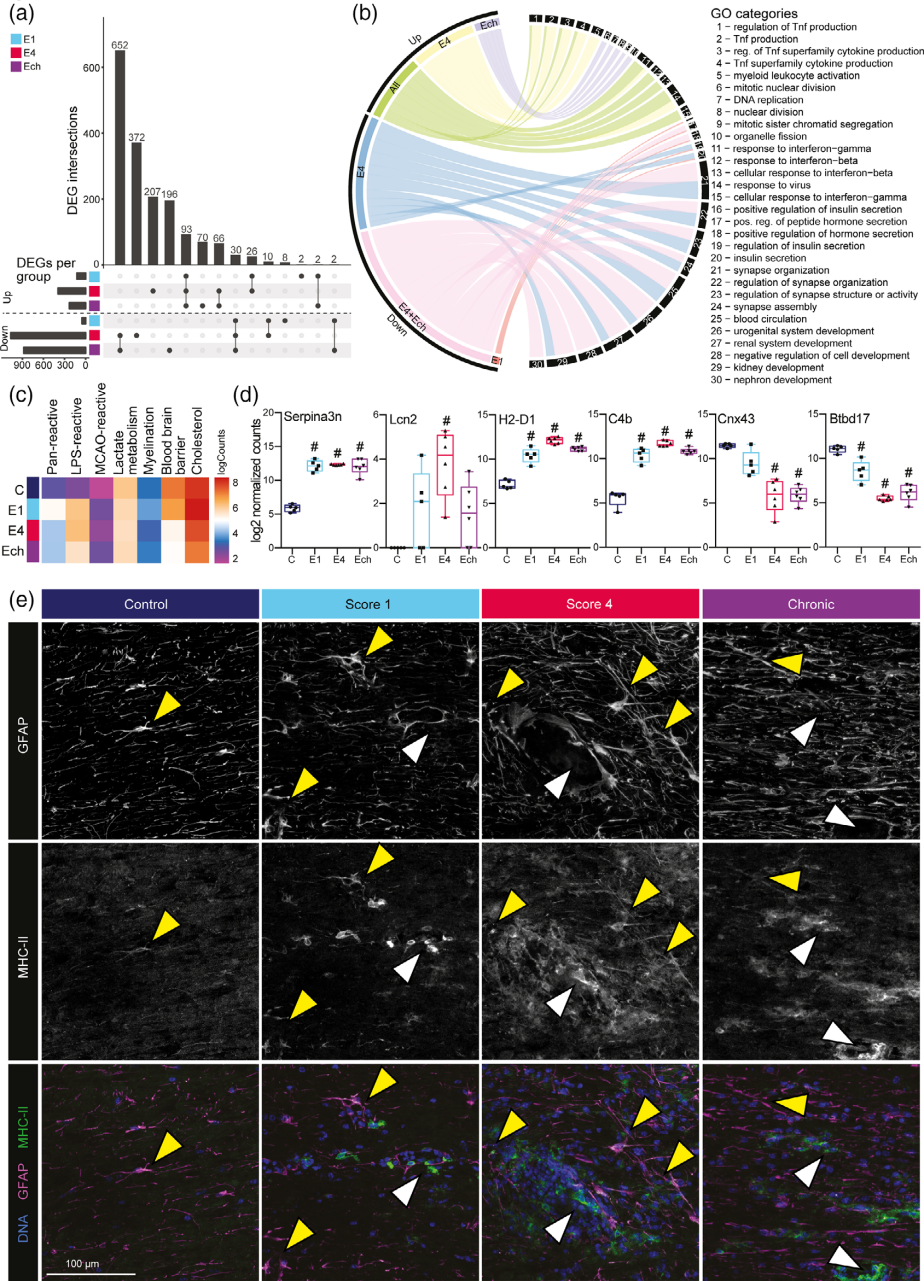
Reactivity of spinal cord astrocytes is most pronounced during acute stage of EAE. (a) Upset diagram depicting the number and overlap of DEGs comparing each EAE stage to unimmunized control. Bars show number of enriched and depleted genes (bottom‐left). Overlapping DEGs are illustrated by interconnected dots between groups (bottom‐right) and the number of DEGs are depicted in in bar graph (top). (b) Circos plot depicting GO annotations of up‐ and down‐regulated genes per EAE stage compared to astrocytes from unimmunized control mice. (c) Mean log expression of pan‐reactive, LPS‐reactive, and MCAO‐reactive astrocyte markers, and genes involved in lactate metabolism, myelination, blood brain barrier, and cholesterol synthesis. For a list of genes see supplemental file Table S1 (*n* = 4–6). (d) Normalized expression of selected reactive astrocyte markers *Serpina3n*, *H2‐D1*, and *Lcn2* and of *C4b*, *Cxn43*, and *Btbd17*. Significantly different expression compared to unimmunized control is indicated (#). Boxes show 25th to 75th percentiles and median, and whiskers indicate min/max (*n* = 4–6). (e) Representative images of MHC‐II (green) and GFAP (magenta) co‐expression in mouse spinal cord during EAE disease progression. Yellow arrows indicate co‐expression; white arrows indicated MHC‐II expression in GFAP^neg^ structures (*n* = 3)

We determined the expression of reported reactive astrocyte genes (Liddelow et al., 2017; Zamanian et al., 2012) and genes involved in known astrocyte functions (Figure 4(c) and Supplemental file Table S1). Pan‐reactive and LPS‐reactive (also known as A1) astrocyte genes were upregulated during all stages of EAE, whereas MCAO‐reactive (also known as A2) astrocyte genes remained lowly expressed (Figure 4(c)). This LPS‐reactive astrocyte signature is associated with neurotoxicity (Liddelow et al., 2017), suggesting that astrocytes during EAE acquire a gene signature in line with a more detrimental phenotype. However, further work is required to delineate the exact function of this reactive astrocyte signature in vivo.

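The pan-reactive score of 13 genes in spinal cord was 1.99, 1.26 and 1.23 above that of controls at E1, E4 and Ech, and the LPS-reactive score of 12 genes 3.00, 3.11 and 2.52 above it. Every EAE library lay above every control in these 6 comparisons (exact two-sided permutation tests, adjusted p between 0.013 and 0.0139 by the Benjamini-Hochberg method over 21 comparisons). The differences in hindbrain GLAST neg were 2.25, 2.60 and 1.28 for pan-reactive and 2.70, 3.41 and 1.66 for LPS-reactive genes, and in hindbrain GLAST pos 1.63, 1.43 and 0.68, and 2.51, 3.07 and 1.20. The MCAO-reactive score of 11 genes was 0.83 ± 0.09 in controls (n = 5), 1.46 ± 0.34 at E1 (n = 5), 1.16 ± 0.27 at E4 (n = 6) and 1.52 ± 0.71 at Ech (n = 6). Its differences were 0.63 (adjusted p = 0.0139), 0.33 (0.0515) and 0.68 (0.0515) by exact permutation tests, and the mean of linear CPM gave 0.44, -0.20 and 0.51. A pseudocount of 0.1 moved them most, to 1.57, 1.01 and 1.63, with adjusted p of 0.042 at E4 and 0.029 at Ech (exact permutation tests, Benjamini-Hochberg). *Serpina3n* (ENSMUSG00000021091; chromosome 12, 104406729 to 104414329) rose from 21.5 ± 7.30 CPM to 1887 ± 1048, 1876 ± 227 and 1854 ± 1165 CPM, with log2 fold changes of 6.45, 6.45 and 6.43 (standard errors 0.59, 0.58 and 0.58, adjusted p = 6.0e-13 or less from edgeR). *H2-D1* (ENSMUSG00000073411; chromosome 17, 35262730 to 35267499) had 3.47, 5.02 and 4.02, and *Lcn2* (ENSMUSG00000026822; chromosome 2, 32384633 to 32388252) 5.38, 7.36 and 4.82 (adjusted p = 0.049, 0.00082 and 0.047 from edgeR).

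**Figure D4:**
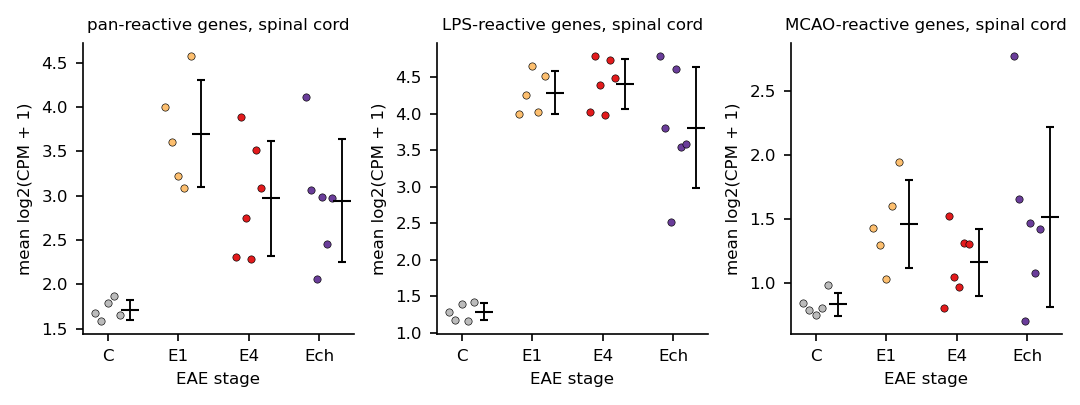
Mean log2(CPM + 1) of pan-reactive, LPS-reactive and MCAO-reactive genes in each spinal cord GLAST neg library by EAE stage. Points are libraries and bars are mean ± SD. The LPS-reactive score of every EAE library lies above those of the 5 controls.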

Genes involved in lactate metabolism and myelination did not change dramatically in EAE, whereas the expression of BBB and cholesterol synthesis genes decreased during disease progression (Figure 4(c)). 

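In spinal cord the lactate metabolism score was 4.57 ± 0.16 in controls (n = 5) and changed by -0.38 at E1, -0.58 at E4 and -0.55 at Ech (adjusted p = 0.0139, 0.0245 and 0.013, exact permutation tests). The mean of linear CPM gave 0.06, 0.24 and -0.60, the largest move at E1 and E4, and with a pseudocount of 0.1 the adjusted p were 0.051, 0.062 and 0.067 (exact permutation tests). The myelination score, 2.01 ± 0.46 in controls, changed by 0.36, -0.06 and 0.13 (adjusted p = 0.19, 0.77 and 0.58, exact permutation tests). For BBB genes, a score of 4.45 ± 0.18 in controls changed by -0.30, -1.25 and -1.41, with adjusted p of 0.21, 0.013 and 0.013 (exact permutation tests with Benjamini-Hochberg adjustment, as for all scores). From the upregulation of inflammatory markers and the downregulation of genes involved in homeostatic functions, the paper concludes that astrocytes acquire a highly reactive profile, particularly at acute stages.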

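*Aldh1l1*, *Slc1a2*, *Gja1*, *Aqp4*, *Fgfr3* and *Btbd17* were tested at each stage. *Gja1* encodes connexin 43 (ENSMUSG00000050953; chromosome 10, 56377330 to 56402513), and its expression in spinal cord was 1033 ± 129.5 CPM in controls (n = 5), 377 ± 408 at E1 (n = 5), 33.2 ± 30.7 at E4 (n = 6) and 25.2 ± 14.5 at Ech (n = 6). The log2 fold changes were -1.46, -4.93 and -5.35 (adjusted p = 0.014, 3.8e-15 and 3.6e-16 from edgeR). For *Btbd17* (ENSMUSG00000000202; chromosome 11, 114791217 to 114795945) they were -2.17, -5.61 and -4.76, for *Fgfr3* -1.57, -4.92 and -4.90 and for *Aldh1l1*, which overlaps *Gm45901* on the same strand (chromosome 6, 90486427 to 90600203), -1.46, -3.28 and -3.87. *Slc1a2* (-0.58, -3.48 and -3.74) and *Aqp4* (-0.46, -3.51 and -4.00) were not called at E1 (adjusted p = 0.16 and 0.38 from edgeR). Thus 4, 6 and 6 of the 6 genes were called downregulated in spinal cord at E1, E4 and Ech, also when adjusted over the 6 alone, and 0 in each hindbrain population at every stage. Their median log2 fold change was -0.01, 0.03 and -0.16 in hindbrain GLAST neg and -0.12, -0.16 and -0.33 in hindbrain GLAST pos. The difference between the changes in spinal cord and hindbrain GLAST neg was -1.06, -4.55 and -4.74 for *Gja1* (adjusted p = 0.43, 3.3e-09 and 1.3e-09 from edgeR) and -1.69, -5.07 and -5.03 for *Fgfr3*.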

Common astrocyte markers such as *Aldh1l1*, *Slc1a2*, *Cnx43*, *Aqp4*, *Fgfr3* and the previously described (Zhang et al., 2014) but not well‐known astrocyte gene *Btbd17* were downregulated in most EAE stages in spinal cord astrocytes, but not hindbrain astrocytes (Figures 4(d) and S5C). 

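*C4b* (ENSMUSG00000073418; chromosome 17, 34728380 to 34743882) was expressed in spinal cord at 18.6 ± 7.89 CPM in controls (n = 5), 557 ± 266 at E1, 1243 ± 281 at E4 and 682 ± 157 at Ech. Its log2 fold changes were 4.89, 6.05 and 5.18 in spinal cord (adjusted p = 6.0e-13 or less from edgeR), 3.86, 4.43 and 2.92 in hindbrain GLAST neg and 4.91, 5.53 and 3.63 in hindbrain GLAST pos. *H2-Aa* (ENSMUSG00000036594; chromosome 17, 34282744 to 34287823) was listed at 0 CPM in the spinal cord controls and rose to 13.8 ± 9.86, 85.3 ± 147 and 25.5 ± 13.7 CPM, at least 9.27-fold, 57.3-fold and 17.2-fold higher. In hindbrain GLAST neg it was at least 4.09-fold, 15.8-fold and 9.38-fold higher than in controls. In spinal cord at E4, replicate 2 lay far above the others of its group for *H2-Aa* and for myeloid genes. The mean and bound of that stage rest in large part on this library. *Cd274* (ENSMUSG00000016496; chromosome 19, 29367455 to 29388095), overlapped by the antisense gene *AC119228.1*, had log2 fold changes of 7.39, 7.17 and 5.72 in spinal cord, 4.07, 5.09 and 1.85 in hindbrain GLAST neg and 4.47, 5.58 and 2.58 in hindbrain GLAST pos, with adjusted p of 0.65 and 0.13 at Ech in the hindbrain populations. All 3 genes were called at E1 and E4 in every population, and when adjusted over these 3 genes alone also at Ech. The change in spinal cord exceeded that in hindbrain GLAST neg for *C4b* by 1.03, 1.62 and 2.26 (adjusted p = 0.43, 0.039 and 0.0019 from edgeR). For *Cd274* the adjusted p of this difference were 0.28, 0.42 and 0.076, and for *H2-Aa* they were 1.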

Other markers that increased during EAE were mostly immune‐related and MHC‐II components (*C4b*, *H2‐Aa*, *Cd274*), which were also increased in hindbrain astrocytes, albeit less pronounced (Figure 4(d) and S5C). To verify that MHC‐II is expressed by astrocytes and upregulated during acute EAE, we co‐labelled spinal cord tissue for MHC‐II and GFAP (Figure 4(e)). We observed low MHC‐II expression in astrocytes in unimmunized mice, whereas MHC‐II expression was increased during EAE progression especially at score 4 (Figure 4(e) and S5D).

These data demonstrate that astrocytes acquire a highly reactive transcriptional profile particularly during acute stages of disease, highlighted by upregulation of inflammation and neurotoxic markers, while downregulating genes involved in homeostatic functions.

### 3.5 Astrocytes acquire a more proliferative profile in chronic EAE

To unbiasedly determine gene modules associated with distinct EAE disease stages, we used weighted gene co‐expression network analysis (WGCNA). Based on a consensus network, genes were clustered in 28 modules (Figure 5(a)). Expression of the module eigengenes (ME), or first principal component, of the blue, yellow, and turquoise modules correlated significantly with EAE progression (Figure 5(a)). 

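Eigengenes were computed over the 22 spinal cord libraries from the tested genes among those that Table S6 names for each module, 1971 for blue, 598 for yellow and 1819 for turquoise, since full module lists were not used here. Stages were numbered in the order C, E1, E4 and Ech. The paper derived its modules from spinal cord libraries of this experiment and singled out these 3 for their correlation with stage. The p-values here therefore repeat that selection and are no independent test of it. For the blue module Pearson's r with stage was 0.686 (permutation p = 0.00042, adjusted p = 0.00042 over 3 modules by Benjamini-Hochberg) and Spearman's rho 0.53 (p = 0.013). It was 0.592 without the 2 libraries farthest from the median stage. For the yellow module r was 0.840 (p = 1e-05, adjusted p = 1.5e-05) and rho 0.876, for the turquoise module r was -0.818 (p = 1e-05, adjusted p = 1.5e-05) and rho -0.697 (p = 0.00046), and without those 2 libraries r was 0.840 and -0.772. A p of 1e-05 is the smallest that 100000 two-sided permutations can give. Within sheet numbers of 57 or more (14 libraries) r was 0.739 for blue, 0.894 for yellow and -0.881 for turquoise. Within lower sheet numbers (8 libraries) it was -0.213 (exact permutation p = 0.62), 0.841 (p = 0.018) and -0.351 (p = 0.41), so the blue and turquoise relations did not hold there, where all libraries are from EAE mice. Leaving out all controls gave 0.230 for blue, 0.837 for yellow and -0.502 for turquoise.

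**Figure D5:**
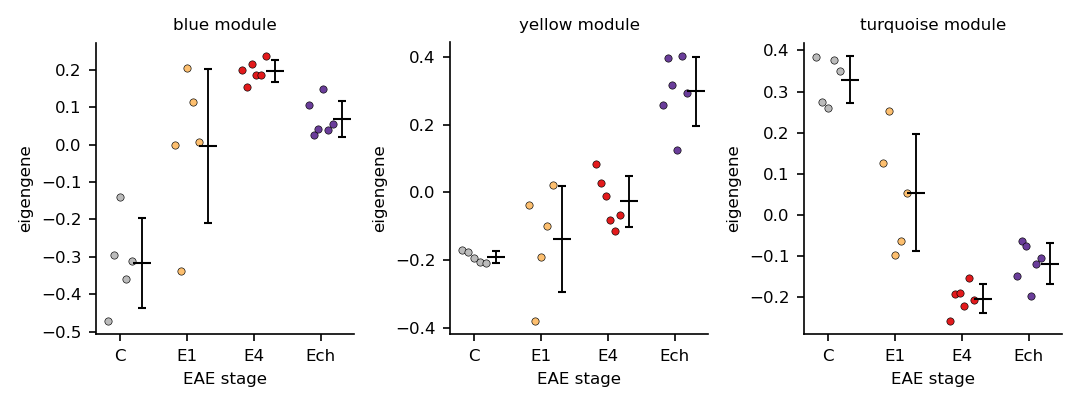
Eigengene of the blue, yellow and turquoise modules in each of the 22 spinal cord GLAST neg libraries by EAE stage. Points are libraries and bars are mean ± SD. The yellow eigengene is highest at Ech and the turquoise eigengene in controls.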

All GO terms associated with genes in these modules are listed in supplemental file Table S6. MEblue was highest expressed in E4 and moderately in other EAE stages, whereas it was depleted in astrocytes from unimmunized control mice (Figure 5(b)). 

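The blue eigengene averaged -0.316 ± 0.119 in controls (n = 5), -0.00276 ± 0.206 at E1 (n = 5), 0.196 ± 0.0288 at E4 (n = 6) and 0.0693 ± 0.0479 at Ech (n = 6). Of the 1971 genes used, 256 were called upregulated at E1, 612 at E4 and 371 at Ech.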

Genes in this module were involved in “transcriptional and translation processes”, “autophagy”, and “innate immune response” (Figure 5(b)), which is in line with our previous observations. 

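The eigengene of the turquoise module was 0.329 ± 0.0579 in controls (n = 5), 0.0550 ± 0.143 at E1 (n = 5), -0.203 ± 0.0349 at E4 (n = 6) and -0.118 ± 0.0499 at Ech (n = 6). At these stages 326, 899 and 777 of 1819 genes were called downregulated, with a median log2 fold change of -0.66, -1.40 and -1.09.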

In astrocytes of unimmunized mice, MEturquoise was highest expressed and genes were annotated with “synapse organisation”, “axon/neuron development”, and “learning/memory” (Figure 5(b)). MEyellow was mainly expressed in Ech and genes in this module were associated with “mitosis” and “cell cycle” (Figure 5(b)). 

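The yellow eigengene was -0.191 ± 0.0175 in controls, -0.137 ± 0.157 at E1, -0.0267 ± 0.0748 at E4 and 0.300 ± 0.103 at Ech, and 18, 62 and 197 of the 598 genes were called upregulated at the 3 stages.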

Concordantly, genes associated with “DNA replication”, “mitosis”, and “nuclear division” were also present in spinal cord astrocytes in Ech compared to all other stages (Figure 4(b)). To determine if astrocytes are proliferating in chronic EAE, we analyzed co‐expression of KI67 and GFAP in mouse spinal cord. The overall number of KI67 positive cells strongly increased during EAE progression, and also the number of KI67 positive GFAP‐expressing cells increased, especially in chronic EAE (Figure 5(c),(d) and S5D).

**FIGURE 5:**
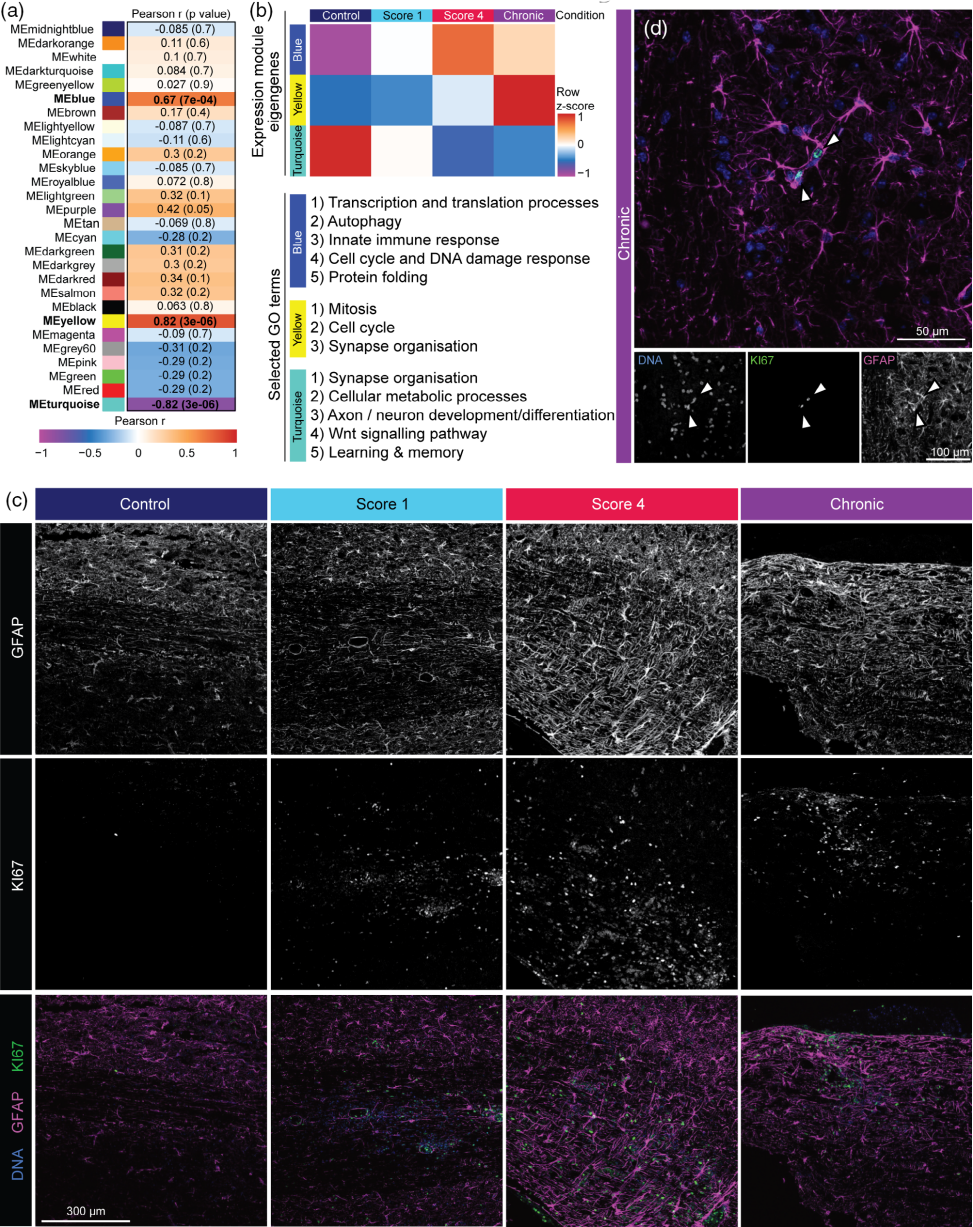
Astrocytes express proliferation markers in chronic EAE. (a) Correlation of module eigengenes with EAE disease progression from unimmunized control to chronic EAE. Numbers indicate Pearson r and p value in brackets. Significant modules are labelled in bold. (b) Mean expression of eigengenes from the blue, yellow, and turquoise modules in different conditions, depicted as row z‐scores (top), and selected enriched GO terms associated with each module (bottom). For a complete list of GO terms per module see supplemental file Table S6. (c, d) Representative images of KI67 (green) and GFAP (magenta) co‐expression in mouse spinal cord during EAE disease progression (c). Enlarged image shows co‐expression in spinal cord of chronic EAE mice (d) (*n* = 3)

In summary, these results suggest that astrocytes acquired a more proliferative profile, which may promote tissue regeneration by glial scar formation.

## 4 DISCUSSION

Here, we demonstrate transcriptional heterogeneity of astrocytes within and across anatomical regions, and that astrocyte subtypes have distinct gene expression profiles during the course of EAE, with most pronounced changes in the spinal cord. Detailed transcriptional characterization of astrocyte subtypes and their differential contribution to disease are largely lacking, and we provide an extensive transcriptional analysis of astrocyte subtypes during EAE progression. Our main findings are that (a) astrocytes in forebrain and hindbrain consist of two transcriptionally distinct subtypes based on GLAST expression (only GLAST^neg^ astrocytes in spinal cord). (b) Astrocytes exhibit substantial regional heterogeneity based on gene expression. (c) Astrocyte subtypes display a differential transcriptional response during EAE, and spinal cord astrocytes show most pronounced changes. (d) Spinal cord astrocytes are highly reactive during acute EAE, downregulate myelination and BBB support genes, and switch to a more proliferative phenotype during chronic EAE.

We identified distinct transcriptional profiles comparing GLAST^pos^ and GLAST^neg^ astrocytes, suggesting they represent distinct astrocyte subtypes. Differences are more pronounced in hindbrain compared to forebrain, and we mainly detected GLAST^neg^ astrocytes in spinal cord. 

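*Gdf10* (ENSMUSG00000021943; chromosome 14, 33923587 to 33937983) was expressed at 2241 ± 423 CPM in libraries labelled spinal cord GLAST neg, which Table S4 names hindbrain GLAST pos. Libraries labelled hindbrain GLAST pos had 70.6 ± 11.0 CPM, those labelled hindbrain GLAST neg 12.0 ± 11.1 and those labelled forebrain GLAST pos, named hindbrain GLAST neg in Table S4, 86.9 ± 11.3 (n = 3 each). For hindbrain GLAST neg compared with hindbrain GLAST pos, the log2 fold change was -2.70 (standard error 0.38, adjusted p = 4.3e-08 from edgeR) by the labels, and -3.85 to -1.93 when each library was left out. Under the group names of Table S4 it was -4.69 (0.32, 1.4e-21). *Slc1a3* had -2.92 (0.20, 2.3e-22) by the labels and -2.39 (0.19, 2.1e-17) by Table S4. A list of 6 genes of Bergmann glia, which are astrocytes of the cerebellum, summed to 7478 ± 278 CPM in the libraries highest in *Gdf10* and to between 355 and 764 CPM in the other groups.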

The most significantly enriched gene in hindbrain GLAST^pos^ astrocytes compared to GLAST^neg^ astrocytes is Growth differentiation factor 10 (*Gdf10*). GDF10, a member of the TGF‐β family, is expressed by Bergmann glia, which are unipolar astrocytes in the Purkinje layer of the cerebellum (Koirala & Corfas, 2010). Bergmann glia are essential for neuronal migration during development and are involved in the regulation of synaptic transmission during adulthood. Interestingly, knockout of *Glast* impairs synaptic wrapping by Bergmann glia (Miyazaki et al., 2017), underlining the importance of GLAST for these cells. The population of hindbrain GLAST^pos^ astrocytes appears to be enriched for Bergmann glia, hence our protocol may offer a novel isolation strategy for this astrocyte subtype.

To integrate our findings with previous observations, we compared our identified astrocyte subtypes with published datasets on astrocyte heterogeneity. For example, both forebrain and hindbrain GLAST^neg^ astrocyte transcriptional profiles overlapped with profiles of intermediate progenitor cells (Batiuk et al., 2020); however, this overlap was less pronounced compared to a proliferative astrocyte subtype observed in a different study (John Lin et al., 2017). Integration of findings with multiple studies remains a difficult task due to differences in technology (bulk‐ vs single cell mRNA sequencing), isolation methods, mouse strains, anatomical regions, and availability of data. Yet, detailed comparison with previous findings is essential to advance our understanding and uniform the field of astrocyte heterogeneity.

Our FACS data shows that the frequency of GLAST^pos^ astrocytes decreases from ~40% in forebrain, to ~20% in hindbrain, to less than 1% in spinal cord. Different local CNS environments require distinct support by astrocytes, hence varying frequencies across regions indicate functional differences of astrocyte subtypes. Additionally, this difference in subtype frequencies also demonstrates regional heterogeneity. Regional heterogeneity of astrocytes has been shown previously (Chai et al., 2017; Itoh et al., 2017; John Lin et al., 2017; Lee et al., 1994; Simpson et al., 2011; Yeh, Lee, Gianino, & Gutmann, 2009) and expression follows the dorsoventral axis (Morel et al., 2017). Expanding these observations, our findings suggest that transcription follows the rostrocaudal axis from forebrain to spinal cord. We find *Hox* genes to be expressed in a region‐dependent manner, especially in spinal cord astrocytes, where *Hoxc* genes are enriched. *Hox* genes are involved in embryonic development, where they specify regions in form of segments along the rostrocaudal axis (Pearson, Lemons, & McGinnis, 2005). These genes are also involved in positioning of spinal cord astrocytes (Hochstim, Deneen, Lukaszewicz, Zhou, & Anderson, 2008). Hence, *Hox* genes appear to not only define astrocyte positioning during development, but also shape transcriptional differences across anatomical regions in adulthood.

Delineating astrocyte heterogeneity is of particular importance to understand pathogenic processes, since cell subsets may differentially contribute to disease, as previously established for astrocytes in glioma (John Lin et al., 2017). 

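Genes upregulated only in hindbrain GLAST pos numbered 144 at E1, 150 at E4 and 211 at Ech, and only in hindbrain GLAST neg 18, 12 and 1. The change itself differed between these populations for 2 genes at E1, 2 at E4 and 14 at Ech by edgeR's interaction test. At E1 they were *Thbs2* (difference of log2 fold changes 3.64, standard error 0.65, adjusted p = 0.0046 from edgeR) and *Gm12338* (14.92, 2.45, 0.0015). At E4 they were *Sall3* (-4.58, 0.88, 0.026) and *Cdh13* (-6.65, 1.28, 0.026). These 4 genes are named because they are the only ones called, after the values were seen. Leaving out each library gave 1 to 5, 0 to 3 and 2 to 17 genes, and DESeq2's Wald test 17, 15 and 76.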

We found nonoverlapping DEGs and differences in the number of DEGs in GLAST^pos^ and GLAST^neg^ astrocytes in hindbrain, indicating subtype specific transcriptional responses during EAE. Many studies isolate astrocytes using one specific marker (e.g., ACSA, GLAST, GFAP, or ALDH1L1), and since these markers may not be present on the surface of all astrocytes, it is important to consider that a selection for a particular subtype can occur, which will likely skew the results obtained.

One previous study analyzed astrocyte transcriptomes during EAE (Itoh et al., 2017), focusing on one disease stage that is most similar to our chronic stage. Itoh et al. described that most changes occur in spinal cord astrocytes, and that a hallmark of astrocytes during EAE is a reduced expression of cholesterol synthesis genes. Increasing expression of these genes in astrocytes alleviated EAE symptoms (Itoh et al., 2017), indicating a role for astrocyte‐derived cholesterol in EAE severity. We also detected most transcriptional changes in spinal cord astrocytes, which is likely because most lesions occur in this area (Constantinescu et al., 2011). In our study, expression of cholesterol synthesis genes was also decreased, which was most pronounced in the chronic stage.

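The cholesterol synthesis score of spinal cord was 6.36 ± 0.23 in controls (n = 5), 6.76 ± 0.42 at E1 (n = 5), 6.12 ± 0.29 at E4 (n = 6) and 5.57 ± 0.27 at Ech (n = 6). Relative to controls it changed by 0.40, -0.24 and -0.79 (adjusted p = 0.15, 0.2 and 0.013 by Benjamini-Hochberg, exact permutation tests). At Ech every library lay below every control.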

In the acute stage (E4), we observed a stark increase in neuroinflammatory and LPS‐reactive astrocyte genes, whereas expression of MCAO‐reactive genes was low. These findings are in line with recent observations that a pro‐inflammatory and neurotoxic astrocyte subpopulation expanded during EAE (Wheeler et al., 2020). This reactive astrocyte phenotype is also observed in active MS lesions, reflected by co‐expression of C3 and GFAP, and to a lesser extent also in chronic active and inactive lesions (Liddelow et al., 2017), suggesting this phenotype is mostly present during earlier phases of lesion pathology. Concurrently, astrocytes express MHC‐II around lesions, suggesting they are able to stimulate T‐cell (re)activation. Supporting that hypothesis, other studies demonstrated that astrocytes play a role in the recruitment of peripheral immune cells in EAE (Brambilla et al., 2014; Wang et al., 2013). Astrocytes in active MS lesions contain myelin debris, which they take up through receptor‐mediated endocytosis potentially using lipoprotein receptor‐related protein 1 (LRP1) leading to NFkB activation (Ponath et al., 2017). Thus, astrocytes may present myelin antigens to infiltrating lymphocytes to stimulate (re)activation early during lesion formation.

These reactive astrocytes in early and acute EAE lose their homeostatic signature including cholesterol synthesis, BBB, and neuronal‐support genes. Facilitated entry of immune cells from the blood to the CNS via the BBB is a hallmark of MS (Compston & Coles, 2008; Dendrou, Fugger, & Friese, 2015; Thompson, Baranzini, Geurts, Hemmer, & Ciccarelli, 2018). A downregulation of BBB genes in reactive astrocytes may facilitate transmigration of immune cells from the blood to the CNS. During MS, many astrocytic end feet are lost or retracted and thus do not cover the entire endothelial layer (Brosnan & Raine, 2013; De Parratt & Prineas, 2010), likely rendering the BBB more accessible for cellular transmigration.

Our data furthermore indicate increased proliferation of astrocytes in chronic EAE, which may be relevant for glial scar formation. Glial scar formation, which occurs after demyelination predominantly in chronic MS lesions, can support regeneration of tissue, that is, restoration of BBB function, remyelination, and shielding intact tissue from spreading damages (Ponath, Park, & Pitt, 2018). In line with this argument, astrocytes in remyelinating MS lesions show partly regenerated end feet, although structural abnormalities such as free‐floating astrocytic processes remain (Brosnan & Raine, 2013). Concomitantly, in our dataset reactive astrocyte gene expression decreased in the chronic stage of EAE, which might indicate that astrocytes lost their detrimental signature and acquired more beneficial/regenerative properties.

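The pan-reactive score of spinal cord was 1.71 ± 0.11 in controls (n = 5), 3.70 ± 0.61 at E1 (n = 5), 2.97 ± 0.65 at E4 (n = 6) and 2.94 ± 0.69 at Ech (n = 6). The LPS-reactive score was 1.29 ± 0.12, 4.29 ± 0.30, 4.40 ± 0.34 and 3.81 ± 0.82 at the same stages. The difference between E4 and Ech was not tested. *Gfap* rose by 1.98 on the log2 scale at E1, was also called at E4, and had a log2 fold change of -0.10 at Ech (adjusted p = 8.2e-05, 0.013 and 0.97 from edgeR).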

Overall, astrocytes seemed to lose their homeostatic function in EAE, as was evident from reduced expression of genes involved in lactate metabolism, BBB function, and cholesterol synthesis. 

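Of the common markers, *Apoe* (ENSMUSG00000002985; chromosome 7, 19696109 to 19699188) had log2 fold changes of -1.29, -2.89 and -2.56 in spinal cord (adjusted p = 0.011, 2.3e-10 and 8.8e-09 from edgeR) and *Slc1a3* of -0.93, -2.53 and -2.49 (0.021, 5.2e-12 and 1.0e-11). The 15 genes of Fig. 2f had a median log2 fold change of -1.03, -3.35 and -3.28 at E1, E4 and Ech, and 8, 15 and 13 of them were called downregulated. The 27 Hox genes tested, which mark the position along the body axis, had -1.43, -2.76 and -1.52 over the same stages, with 1, 14 and 3 called.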

We also observed that many common astrocyte markers were decreased in EAE including *Cnx43*, *Btbd17*, *Apoe*, *Aldh1l1*, *Slc1a2*, *Slc1a3*, *Aqp4*, and *Fgfr3*. We propose that in addition to an upregulation of reactive genes, a loss of homeostatic signature genes is a hallmark of reactive astrocytes and should be considered when studying astrocyte reactivity. In summary, we provide evidence that astrocytes are highly reactive and potentially detrimental during acute EAE, whereas they may promote regeneration during recovery.

Interestingly, astrocytes expressed moderate levels of some oligodendrocyte and oligodendrocyte precursor cell (OPC) genes, which were increased during EAE. 

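The 10 oligodendrocyte marker genes summed in spinal cord to 20894 ± 10671 CPM in controls (n = 5), 38836 ± 12288 at E1 (n = 5), 48925 ± 15502 at E4 (n = 6) and 31104 ± 7009.7 at Ech (n = 6). In hindbrain GLAST neg controls the sum was 2929 ± 1342 CPM and in hindbrain GLAST pos controls 1235 ± 74.3 CPM (n = 5 each). Of these genes, 4, 7 and 2 were called upregulated in spinal cord at E1, E4 and Ech, and 4, 8 and 3 when adjusted over the 10 alone.

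**Figure D6:**
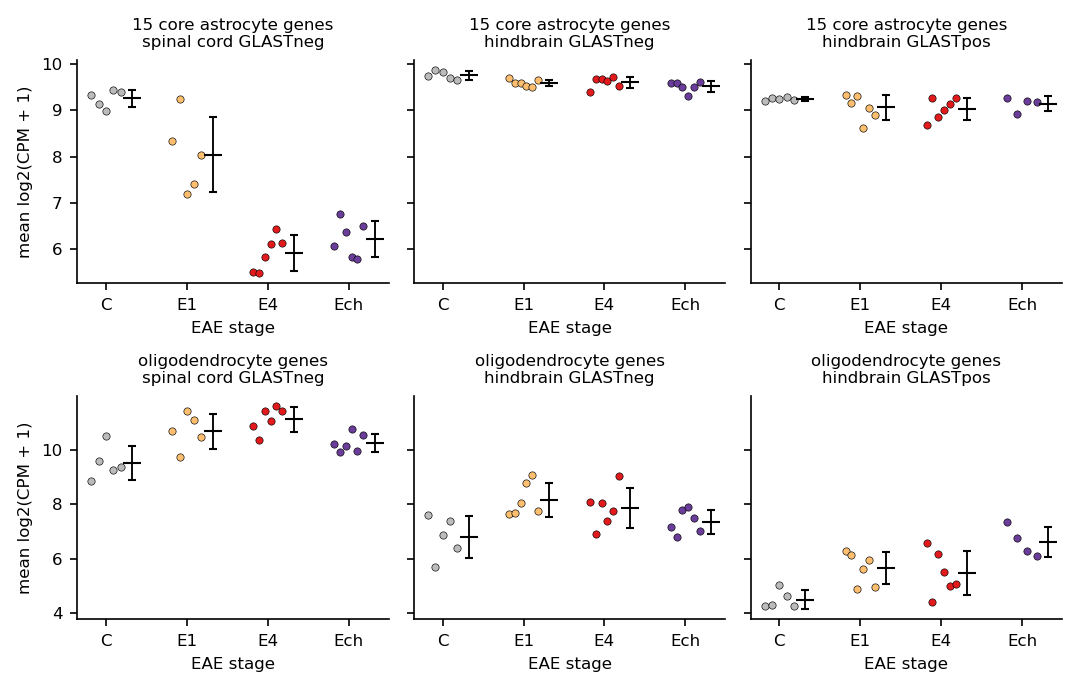
Mean log2(CPM + 1) of the 15 genes of Fig. 2f and of oligodendrocyte marker genes in each library of the 3 populations by EAE stage. Points are libraries and bars are mean ± SD. In spinal cord the median log2 fold change of the 15 genes is -3.35 at E4.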

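*Mbp* (ENSMUSG00000041607; chromosome 18, 82475146 to 82585637) was expressed in spinal cord controls at 2019 ± 1000.5 CPM, *Olig1* (ENSMUSG00000046160; chromosome 16, 91269772 to 91271933) at 682 ± 130.1 and *Olig2* (ENSMUSG00000039830; chromosome 16, 91225457 to 91228677) at a mean of 695 CPM (n = 5). In the same libraries *Mog* (ENSMUSG00000076439; chromosome 17, 37010743 to 37023398) had 224 ± 118 CPM, *Ndrg1* (ENSMUSG00000005125; chromosome 15, 66929318 to 66969640) 440.3 ± 233 and *Pdgfra* (ENSMUSG00000029231; chromosome 5, 75152292 to 75198215) 60.7 ± 12.7 CPM. At E4 (n = 6) they had 544 ± 203, 587 ± 189 and 98.3 ± 40.3 CPM. The genes called upregulated in spinal cord were *Mbp* (1.45, adjusted p = 0.0011 from edgeR) and *Mog* (1.28, 0.036) at E4 and *Pdgfra* (2.26, 0.00063) at Ech. *Olig2* had -0.02, -0.54 and 0.22 and was not called at any stage.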

Expressed genes include *Plp1*, *Mbp*, *Olig1*, and *Olig2*, but not markers such as *Mog*, *Ndrg1*, or *Pdgfra*. This ambiguous expression pattern makes it unlikely that our astrocytes are substantially contaminated by oligodendrocytes/OPCs. In microglia, phagocytosis of myelin can lead to the detection of oligodendrocyte‐derived mRNA molecules (Schirmer et al., 2019), and since reactive astrocytes are able to phagocytose (Morizawa et al., 2017), this could provide an explanation for our findings. To further investigate the presence of oligodendrocyte/OPC transcripts in astrocytes, we employed an available astrocyte gene expression dataset that was obtained through RiboTag technology (Itoh et al., 2017). In this dataset, we found similar expression patterns, where genes thought to be specific for the oligodendrocyte lineage are expressed by astrocytes. These data indicate that it is unlikely that phagocytosis is a significant source of oligodendrocyte/OPC transcripts in astrocytes. Overall, this may indicate that expression of oligodendrocyte/OPC genes in astrocytes is a biological phenomenon. Supporting this notion, a subset of astrocytes derives from OLIG2‐expressing progenitors (Tatsumi et al., 2018), suggesting that oligodendrocytes and astrocytes share a common lineage. Furthermore, astrocytes can transdifferentiate into oligodendrocytes by expression of the transcription factors SOX10 (Khanghahi, Satarian, Deng, Baharvand, & Javan, 2018) or SOX2 (Farhangi, Dehghan, Totonchi, & Javan, 2019), which might be an important mechanism to enhance remyelination after damage. Together, our findings support the emerging concept that astrocytes can obtain oligodendrocyte characteristics, while maintaining a core astrocyte profile.

Our data provides evidence that astrocyte subtypes show a heterogeneous response to EAE, and that particularly spinal cord astrocytes are highly reactive during acute EAE but switch to a more protective role in the chronic stage. In conclusion, we generated a comprehensive transcriptional blueprint of inter‐ and intraregional astrocyte subtypes in homeostatic conditions and during EAE.

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

B.J.L.E., C.G., E.W.G.M.B. and S.M.K. contributed to conceptualization. C.G., E.M.W., I.D.V., M.B., N.B. and S.M.K. designed and performed the experiments. M.B. analyzed and visualized the data. B.J.L.E., E.W.G.M.B., J.D.L. and S.M.K. acquired funding. B.J.L.E., E.W.G.M.B. and S.M.K. contributed to supervision. M.B. and S.M.K. wrote the manuscript. All authors revised and edited the manuscript.

## Supporting information

**Appendix** **S1**: Supporting information Click here for additional data file.

**Figure S1** Astrocyte FACS‐isolation gating strategy, spatial expression of GLAST and ACSA, and GO terms enriched in astrocyte subtypes (related to Figures 1 and 2). (A) Representative images of FACS gating strategy. DAPI negative cells were considered viable. The non‐myeloid fraction containing astrocytes was next selected as CD11B^neg^CD45^neg^ events. Further gating and selection of astrocyte subtypes is depicted in Figure 1(b).
(B‐C) Spatial expression of *Glast/ Slc1a3* (top) and *Acsa/ Atp1b2* (bottom) in brain and spinal cord tissue determined by in situ hybridization (data from Allen Brain Atlas [Allen Institute, 2004, 2008; Lein et al., 2007]) (B), and by spatial transcriptomics (data from 10x Genomics for brain (10x Genomics, 2019), and Maniatis et al. for spinal cord (Maniatis et al., 2019)). Click here for additional data file.

**Figure S2** Astrocyte heterogeneity across anatomical regions (related to Figure 1). (A) Volcano plots of the indicated comparisons. Genes labelled with name exhibit log2FoldChange > 6 and *p*_adj_<.001. (n = 3)
(B‐C) Spatial expression of *Hoxa7* (top), *Hoxa9* (middle), and *Hoxc9* (bottom) in brain and spinal cord tissue determined by in situ hybridization (data from Allen Brain Atlas [Allen Institute, 2004, 2008; Lein et al., 2007]) (B), and by spatial transcriptomics (data from 10x Genomics for brain (10x Genomics, 2019), and Maniatis et al. for spinal cord (Maniatis et al., 2019)).
(D) Upset diagram depicting the number and overlap of DEGs. Each region was compared to all other regions. Bars show number of enriched and depleted genes (bottom‐left). Overlapping DEGs are illustrated by interconnected dots between groups and numbers are plotted in bar graph above (right).
(E) Circus diagram depicting GO annotations of enriched and depleted genes per astrocyte subtype compared to all other subtypes. Click here for additional data file.

**Figure S3** in vitro and ex vivo astrocytes exhibit distinct transcriptional profiles (related to Figure 1). (A) Principal component analysis of all ex vivo adult and in vitro neonatal astrocytes. (B) Unsupervised clustering of all genes differentially expressed between ex vivo and in vitro astrocytes, illustrated as row z‐scores of normalized counts. Each column represents one sample, each row one gene. (C) GO terms associated with genes enriched and depleted in in vitro compared ex vivo astrocytes. Numbers behind bars indicate number of genes per GO category. Click here for additional data file.

**Figure S4** Variance of astrocyte subtypes during EAE (related to Figure 3). Principal component analysis of all hindbrain and spinal cord astrocyte subtypes during different stages of EAE. Click here for additional data file.

**Figure S5** Heatmap of spinal cord astrocytes and expression of specific genes in astrocyte subtypes during EAE (related to Figures 4 and 5). (A) Unsupervised clustering of all genes differentially expressed in spinal cord astrocytes between different conditions, illustrated as row z‐scores of normalized counts. (B) GO terms enriched in gene clusters from (A). Top five enriched GO terms per cluster are plotted against enrichment of these GO terms in all clusters. (C) Normalized expression of selected reactive astrocyte markers (*Lcn2*, *Serpina3n*, *H2‐D1*, *Gfap*), inflammatory genes (*H2‐Aa*, *Il1β*, *Cd274*, *Clec7a*), and astrocyte markers (*Apoe*, *Aldh1l1*, *Slc1a2*, *Slc1a3*, *Aqp4*, *Fgfr3*, *Cnx43*, *Btbd17*). Significantly different expression compared to unimmunized control is indicated (#). Boxes show 25th to 75th percentiles and median, and whiskers indicate min/max. (n = 4–6)
(D) Quantification of MHC‐II and KI67 co‐expression with GFAP related to Figures 4(e) and 5(D), respectively. Double positive cells were counted at different stages of EAE. One point represents one mouse. Statistical analysis conducted was a one‐way ANOVA corrected for multiple comparison using Bonferroni. *p < 0.05, **p < 0.01, C = unimmunized control, E1 = EAE score 1, E4 = EAE score 5, Ech = Chronic EAE Click here for additional data file.

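The lists of Table S1 are the sets whose mean expression is reported for the astrocyte populations and the EAE stages. A list's score gives each gene the same weight on a log scale, so highly and lowly expressed genes count alike. Of the BBB genes, 11 of 16 had a mean of at least 1 CPM in the acutely isolated libraries and 12 in the EAE libraries. For myelination it was 5 and 3 of 8 genes, so that this score rests on few expressed genes.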

**Table S1** Lists of astrocyte function genes and reactive astrocyte genes.
**Table S2**. Differentially expressed genes between hindbrain GLAST^neg^ and hindbrain GLAST^pos^.
**Table S3**. Number of differentially expressed genes between astrocyte subtypes.
**Table S4**. Core astrocyte profile. Top 500 expressed genes among all astrocyte subtypes.
**Table S5**. Astrocyte EAE core signature. Genes that are up‐ or down‐regulated in spinal cord astrocytes in all stages of EAE compared to unimmunized mice.
**Table S6**. Gene ontology analysis of genes in significantly correlating WGCNA modules blue, yellow, and turquoise. Click here for additional data file.

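Table S2 lists log2 fold changes of 64 genes between hindbrain GLAST neg and hindbrain GLAST pos astrocytes. By the sample labels, 45 of them changed in the direction of the table and 26 were called (correlation across genes of the log2 fold changes 0.454). With the names of Table S4 all 64 had that direction and all 64 were called (0.999).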

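Table S3 counts, for each comparison of populations, the genes enriched and depleted in the first of the groups. A test against a log2 fold change of 1 asks whether a change exceeds that size, which is stricter than a test against 0 followed by a limit on the estimate. For groups named as in Table S4, DESeq2's test of this kind called 32 genes higher and 32 lower in hindbrain GLAST neg than in hindbrain GLAST pos.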

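The values of Table S4 are counts divided by one size factor per library, which for the 15 libraries were between 0.467 and 1.49. They are not corrected for transcript length, and in 3′ libraries a transcript gives about one read position whatever its length. The table's column headings name the populations, and they are the source of the alternative group names used for the subtype experiment.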

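The genes of Table S5 are those common to the separate lists of E1, E4 and Ech, each compared with the same 5 control libraries of spinal cord. Shared controls make the 3 comparisons dependent, since a control library with an unusual value shifts all of them. Without control replicate 1 the number of genes upregulated at all stages was 281, the lowest of the 22 fits that each left out one library.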

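Each row of Table S6 is a Gene Ontology term with the module genes annotated to it, and it is from these gene lists that the modules were taken for the eigengenes. The lists of 107 of 275 terms for blue, 4 of 226 for yellow and 125 of 275 for turquoise end before their last gene, so genes found only there are missing. Genes without an enriched term are not in the table.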

## Data Availability

Data are available at NCBI GEO under accession number GSE136358.

How the deposited data were processed for this re-analysis (not part of the article)

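RNA was sequenced from astrocytes isolated as ACSA-2+ cells and sorted on GLAST. The subtype experiment comprised 15 libraries of FVB/N mice, 3 for each of forebrain GLAST neg, forebrain GLAST pos, hindbrain GLAST neg, hindbrain GLAST pos and spinal cord GLAST neg astrocytes, and 3 libraries of cultured neonatal astrocytes of C57BL/6J mice. The EAE experiment comprised 66 libraries of C57BL/6 mice in 12 groups, which were hindbrain GLAST neg, hindbrain GLAST pos and spinal cord GLAST neg astrocytes of unimmunized controls (C) and of mice at score 1 (E1), score 4 (E4) and the chronic stage (Ech). RNA of up to 2 mice was pooled in a library.

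The authors made QuantSeq 3′ libraries, aligned the reads to GRCm38 with HISAT, counted reads per gene with HTSeq in union mode and deposited the counts as 1 table per experiment, without normalization or pooling of replicates. All values in both tables were found to be whole numbers with a different total in each library. The EAE table lists 48526 genes and the subtype table fewer, and how the latter were chosen is not stated. No deposited column was without a mapped sample, and no pair of libraries had identical counts. Sequencing reads were not used here.

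Each acutely isolated library held between 416768 and 1269316 counts (median 907710), each cultured library between 2183464 and 8188074, and each EAE library between 1313682 and 4895220 (median 2936680). A gene was taken as detected in a library at more than 3 counts. That floor corresponded to between 2.36 and 7.2 counts per 1e6 counts (CPM) in the acutely isolated libraries and to between 0.613 and 2.28 CPM in the EAE libraries. Where all libraries of a group were at or under the floor, a fold was computed against the floor and is given as a lower bound.

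Conditions were taken from the sample labels. Library titles, tissue fields and column names were used together, and for 1 library of spinal cord at E1 the title and another field disagree and the title was used. Replicate numbers come from the labels. Same-numbered libraries were no more alike than others after removal of group means, and at EAE stages they come from different animals than the controls, so libraries were not paired and the replicate number was used as a block only in an alternative. In the EAE experiment the labels carry a sheet number, treated as a possible batch. In the subtype experiment the group names of the labels and of Table S4 differ for 12 of 15 libraries, and results are given by the labels with those under the names of Table S4 beside them.

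Counts were tested with the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3 with TMM scaling, on genes with a total of at least 10 counts over the libraries of a fit. The fits held 14957 genes for the 15 acutely isolated libraries, 17126 genes with the cultured libraries and 23324 genes for the EAE experiment. All tests were two-sided. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg over the genes of the fit) and a log2 fold change above 1 or below -1. Populations and regions were contrasted with the mean of the others, cultured astrocytes with the mean of the 5 isolated groups, and each EAE stage with the controls of its population. Differences in response between populations were tested as interaction contrasts in the same fit.

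Gene set scores were the mean of log2(CPM + 1) over the genes of Table S1 in each library, with TMM scaling. Scores were compared by exact permutation of the group labels over all regroupings, adjusted by the Benjamini-Hochberg method over 4 comparisons in the subtype experiment and over 21 in spinal cord. Module eigengenes were the first principal component of the standardized log2(CPM + 1) of the genes that Table S6 names for a module, over 22 libraries, and were related to stage by Pearson's r and Spearman's rho with 100000 permutations. Principal components were computed on the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0. Lists of marker genes of other cell types, written before they were summed, were used for summed CPM and for scores. Relations between such scores within EAE stages were tested by permuting libraries within a stage. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for scores, permutations and figures.

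The genes named in the text were fixed by a rule. It takes each gene the paper names in its results, discussion, figures or legends as measured in these libraries. To these it adds, for hindbrain GLAST neg against GLAST pos, each region against the others, cultured against isolated astrocytes and each EAE stage in spinal cord, the 3 genes with the largest log2 fold change in each direction among called genes with a mean of at least 5 CPM and no overlap between the groups. Genes outside the rule are marked where they appear.

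The calling of genes was tested on simulated data with 200 genes changed by a log2 fold change of 3. With 3 against 3 libraries among 15, edgeR recovered 80.5% of them with 6 false calls, DESeq2's Wald test 81% with 19, edgeR's glmTreat 73% with 1 and DESeq2's test against a log2 fold change of 1 51% with 0. With 6 against 5 libraries among 66, edgeR recovered 91% with 3 false calls, and the other tests, in the same order, 94%, 81.5% and 77.5%. edgeR called no gene when no change was simulated, and the other tests were not run on such data. The exact permutation test gave a p under 0.05 in 6.5% of 200 simulations without a difference and in 82% with a difference of 2 SD.

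Each result was recomputed under alternatives, changing 1 choice at a time. For gene counts these were DESeq2's Wald test, DESeq2 and edgeR's glmTreat against a log2 fold change of 1, edgeR's filterByExpr, a minimum of 1 count, no TMM scaling, fits of fewer libraries, the replicate block, a 2-group fit of a population or region against all other libraries pooled, and only sheet numbers of 57 or more. For scores they were a pseudocount of 0.1, DESeq2's size factors, the mean of linear CPM and only genes with at least 1 CPM, for eigengenes the mean of standardized genes, DESeq2's transformation, only genes with at least 5 CPM and leaving out the 2 libraries farthest from the median stage. For principal components they were 2000 genes, all genes and log2 CPM. Every library was also left out in turn. Fits of 100 other splits of the libraries (40 for differences in response, fewer where fewer exist) were counted.

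Left out were *Prss5*, for which no gene is listed, the lactate gene *Slc16a5*, which is absent from the subtype table, and the network construction behind the modules, whose full gene lists were not used here. The immunohistochemistry and flow cytometry of the paper were not analysed here.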

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

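The splits of libraries, the differences between populations in how leukocyte and astrocyte scores changed, the fit without 1 library, the depth of E4 libraries and the sheet numbers of controls are tests that were chosen only after the results were seen, whereas the correlations between scores, the sheet-number tests at E4 and the depth of libraries far from their group were not.

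In 11 of 176 comparisons of 1 library with the others of its group, the gap to the nearest library, divided by the range of the group, was above Dixon's 95% critical value. About 8.8 are given by chance, and 5 of the 11 are of 1 library. Spinal cord E4 replicate 2 was highest in its group for the myeloid score (ratio 0.683), the lactate metabolism score (0.716), *H2-Aa* (0.791), *Clec7a* (0.722) and *Apoe* (0.704). Replicate 4 of that group was lowest for *Slc1a3* (0.772). Among spinal cord controls, replicate 3 was lowest for the summed Hox genes (0.769) and *Aqp4* (0.745), and replicate 1 for *C4b* (0.843). Hindbrain GLAST neg E1 replicate 5 was lowest for the Hox genes (0.811), and hindbrain GLAST pos control replicate 3 was highest for the myeloid score (0.770). A difference in library depth was weighed as an explanation, and 3 of the 6 libraries (50%) had the lowest or highest total count of their group, which is not above the share set for it. No biological explanation was tested, since the libraries of a group share their condition.

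*H2-Aa* in spinal cord libraries of EAE followed a score of T cell, myeloid, neutrophil, B cell and pan-leukocyte genes, none of them *H2-Aa*, with r = 0.874 over 17 libraries after stage means were removed (permutation p = 0.00013, adjusted p = 0.0016 by Benjamini-Hochberg over 12 correlations). Without the 2 libraries farthest from the mean r was 0.725. RNA from leukocytes is therefore a candidate explanation for the height of *H2-Aa* in spinal cord E4 replicate 2. Expression by astrocytes that rises together with leukocyte numbers cannot be told apart from it in pooled RNA. The paper's sort excluded myeloid cells, and its staining of spinal cord found MHC-II in GFAP-labelled astrocytes, with an increase during EAE.

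The paper reports that gene clusters upregulated in all subtypes during EAE were tied to T cell activation. Transcripts of T cell marker genes were above control level in EAE libraries. The 12 T cell genes summed to a mean of 5.04 CPM in hindbrain GLAST pos controls and to 272 ± 417 (SD) CPM at E1, 297 ± 406 at E4 and 80.3 at Ech. Values at E1 were uneven, from 2.26 CPM to 1076 CPM in replicate 4. In hindbrain GLAST neg the means were 10.9 CPM in controls and 78.7, 79.6 and 45.9 CPM at the 3 stages, and in spinal cord 5.24, 35.5, 59 and 18.9 CPM. In 16 hindbrain GLAST pos EAE libraries the T cell score was not seen to follow total counts (r = -0.254, permutation p = 0.34, adjusted p = 0.45 by Benjamini-Hochberg). Without the 2 libraries farthest from the mean r was 0.2. This relation within stages does not test the rise over controls, so depth is not excluded. A candidate explanation is that T cells enter the hindbrain in EAE and that some are sorted with GLAST pos cells. Whether such RNA comes from whole cells or from RNA set free by others was not tested.

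Myeloid transcripts reached 5342 CPM in spinal cord E4 replicate 2, against 96.5 to 259.8 CPM in the other 5 libraries of that group and a mean of 27.9 CPM in controls. The myeloid score did not follow total counts over 17 EAE libraries of spinal cord (r = -0.158, permutation p = 0.71). RNA from myeloid cells in this 1 library could have added to the number of upregulated genes at E4. Without it 1324 genes were upregulated, against 1586 with it.

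The response to EAE differed between spinal cord and hindbrain GLAST neg for 50 genes at E1 (16 larger and 34 smaller in spinal cord), 1848 at E4 (448 and 1400) and 1587 at Ech (359 and 1228). In edgeR fits of only the control and stage libraries of both populations, those numbers were 62, 2304 and 2329. Control and stage were then exchanged at random within replicate numbers, separately in each population, for 40 splits at each stage, the real one included. As many genes were found in 4 of 40 splits at E1, in 1 of 40 at E4 and in 3 of 40 at Ech. The other splits had a median of 0 genes at each stage and reached 1089, 1083 and 3778. Splits outside this scheme put some same-numbered control and stage libraries on the same side and were not compared. Some of these splits exchange more libraries in 1 population than in the other, so that EAE effects of both add up, and they are not free of EAE. The splits therefore cannot decide the difference at E1 or Ech. Leaving out each library in turn gave 17 to 388 genes at E1 and 1304 to 1671 at Ech. The 15 core genes of Fig. 2f had a mean log2(CPM + 1) of 5.78 to 6.76 in spinal cord Ech libraries. Spinal cord controls had 8.99 to 9.44, and hindbrain GLAST neg libraries had 9.31 to 9.62 at Ech and 9.65 to 9.87 in controls. For these 15 genes the values argue against a chance difference at Ech, and E1 is left open.

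At E4, 4 technical explanations of this difference were weighed. Spinal cord controls and E4 libraries come mostly from different sheet numbers, with E4 replicate 3 as the 1 library of its group among the sheet numbers of the controls. Of the genes called without that library, 93.2% of the upregulated, 98.3% of the downregulated and 99.3% of those with a different response moved the same way in it. For the E4 libraries of lower sheet numbers it was 84.2% to 95.5% of upregulated and 93.5% to 99.1% of downregulated genes. The same controls entered the calls and the check, which can raise such shares, and 1 library was checked. A part of the sheet numbers in direction or size is therefore left open. Leukocyte scores rose by 2.00 in spinal cord and 1.51 in hindbrain GLAST neg, a difference of 0.49 (exact permutation p = 0.41), which leaves leukocyte RNA open, and of 8 pan-leukocyte genes 8 were called upregulated in spinal cord and 1 in hindbrain GLAST neg (8 and 6 when adjusted over these genes alone). The ratio of the median total count of spinal cord to hindbrain GLAST neg libraries, controls and E4 together, was 1.1, at the limit set for it. Against a part of depth stands that hindbrain GLAST pos E4 libraries had a higher median total count than those of spinal cord (3418150.5 and 2598900) and fewer upregulated genes (388 and 1586). The astrocyte core score changed by -3.34 in spinal cord and -0.15 in hindbrain GLAST neg, a difference of -3.19 (exact permutation p = 4.3e-06, the smallest that 232848 regroupings can give). All 15 core genes were called downregulated in spinal cord at E4, so this score repeats a part of the difference and does not test where it comes from. The regional response of astrocytes is a hypothesis. It cannot be told apart from fewer astrocyte transcripts in spinal cord E4 libraries, whether by loss of expression or by a larger share of RNA from other cells. Leukocyte RNA and sheet numbers are left open as well. Some libraries of the populations come from the same animals, which these fits and splits do not take into account.

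Between hindbrain GLAST pos and GLAST neg the response differed for 2 genes at E1, 2 at E4 and 14 at Ech. In fits of only the control and stage libraries of both populations the numbers were 5, 8 and 94, and 3, 5 and 4 of 40 splits drawn as above gave as many genes at E1, E4 and Ech. Other splits gave up to 210 genes at E4 and 206 at Ech with a median of 0, and as they have the same limits, they leave the small differences undecided. Libraries of the same animals in both populations were not paired in them. As above, splits that put same-numbered control and stage libraries on the same side were not compared.

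The paper separates the hindbrain populations of unimmunized C57BL/6J mice by PCA and gives no number of genes between them, and here 2438 genes were called, 1646 higher and 792 lower in GLAST neg. Pairing libraries by animal number gave 2279 genes and the replicate block 2442. In an edgeR fit of these 10 libraries alone, with 2585 genes, 1 of the 16 splits that part each same-numbered pair gave as many, which is the real one, and so few splits cannot give a share under 0.05. The remaining splits put both libraries of some number on the same side and were not compared. Same-numbered control libraries of these populations come from different animals, so parting them is what sets this limit. Animals shared between the populations were not taken into account in these splits. Sheet numbers were weighed as a batch, and 0 of the 5 GLAST neg controls lie within the sheet numbers of the GLAST pos controls. Of the 64 genes that Table S2 lists from the subtype experiment, 63 changed in the direction of that table here and 59 were called. Sheet numbers of this experiment do not account for those genes, which were listed from other mice. Of 2193 genes called between these controls, 410 were also called in the subtype experiment in the same direction and 2 in the opposite one. These counts use the names of Table S4, chosen after seeing the data, and by the labels they were 170 and 94. Under the names of Table S4 this argues against sheet numbers for the genes called in both. That the remaining genes differ between the populations is a hypothesis. For them it cannot be told apart from a difference between batches of sheet numbers.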

How the results depend on the processing

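The alternatives were set before the data were examined, apart from the group names of Table S4 and their combinations with other tests, so the tests under those names were chosen only after the results were seen. A number of genes is called unchanged here when it lay within 1.5 times the number reported at the claims. Without TMM scaling all 11 counts of the subtype experiment and all 21 of the EAE experiment were unchanged in that sense. Without that scaling the median log2 fold change over 11919 genes was -0.10 at E4 and 0.14 at Ech in spinal cord. With it these medians were -0.02 and 0.02. In hindbrain GLAST pos at Ech the unscaled median was 0.11, and it lay closer to 0 at the other stages of each population. Leaving out the scaling also moved the share of genes with a larger E1 response in spinal cord than in hindbrain GLAST neg. It was 15 of 72 genes (20.8%) without scaling and 16 of 50 (32%) with it. Of 106 log2 fold changes of named genes, 1 (*Slc1a3* at E1) came past the limits and 1 (*Lcn2* at E1) fell short of them without TMM scaling.

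Pearson's r of the 3 module eigengenes with stage had the same sign and stayed past the threshold under each of their 4 alternatives. It also did so in the 66 fits that each left out one library. It ranged from 0.592 to 0.733 for blue, 0.824 to 0.872 for yellow and -0.838 to -0.772 for turquoise. Pan-reactive and LPS-reactive scores of spinal cord at all 3 stages, the BBB scores at E4 and Ech and the cholesterol synthesis score at Ech likewise kept direction and side of the threshold under each of their alternatives. The pan-reactive differences ranged from 1.00 to 4.37 and the LPS-reactive from 2.33 to 5.25, the BBB differences from -2.60 to -1.14 and the cholesterol synthesis difference at Ech from -0.86 to -0.70. Restricting spinal cord libraries to sheet numbers of 57 or more changed none of the 14 scores at E1 and Ech, and at E4 it was not possible, since 1 library of that stage remains. Spearman's rho of the blue eigengene without the 2 libraries farthest from the median stage was 0.383 (permutation p = 0.096). Within sheet numbers under 57, r was -0.213 for blue and -0.351 for turquoise.

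The tests against a log2 fold change of 1 moved nearly every number of genes, all downward except 1 that rose from 2 to 3. DESeq2's form called 168 genes between the hindbrain populations, 40 between the forebrain populations, 18, 4, 102, 60 and 184 in forebrain GLAST neg, forebrain GLAST pos, hindbrain GLAST neg, hindbrain GLAST pos and spinal cord GLAST neg against the other populations, 4, 31 and 184 in forebrain, hindbrain and spinal cord against the other regions and 1535 in cultured astrocytes. In spinal cord it called 123, 392 and 231 genes up and 50, 1064 and 880 down at E1, E4 and Ech, and at all stages 93 up and 30 down. Upregulated were 74, 94 and 20 genes in hindbrain GLAST neg and 150, 182 and 49 in hindbrain GLAST pos. The response of spinal cord differed from that of hindbrain GLAST neg for 5, 608 and 523 genes, and that of hindbrain GLAST pos for 3 (unchanged in the sense above), 1 and 7. Between the hindbrain populations of C57BL/6J controls 552 genes were called.

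edgeR's glmTreat gave, in the order of the preceding paragraph, 257 and 77 genes between populations, 44, 69, 237, 92 and 401 for each population, 20, 61 and 401 for each region and 3450 for cultured astrocytes. In spinal cord 143, 586 and 413 genes were up and 76, 1403 and 1173 down, with 106 and 44 at all stages. In hindbrain GLAST neg it was 68, 96 and 10 genes and in hindbrain GLAST pos 144, 196 and 43. Responses differed from hindbrain GLAST neg for 4, 801 and 724 genes in spinal cord and for 1, 0 and 1 in hindbrain GLAST pos, the 0 with 1641 genes at an unadjusted p under 0.05. The C57BL/6J controls gave 766 genes. A gene whose estimate passes the limit of 1 can fail both of these tests, since they ask whether the change exceeds that size.

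A 2-group fit, which pools all libraries outside a population or region, left 0 genes in forebrain GLAST neg (580 at an unadjusted p under 0.05), 1 in forebrain GLAST pos, 206 in hindbrain GLAST neg, 3 in hindbrain GLAST pos and 705 in spinal cord GLAST neg, and 4 in forebrain, 10 in hindbrain and 705 in spinal cord against other regions. The pooled libraries differ between their own groups, which adds to the spread in that fit. With DESeq2's Wald test the number was 166 in forebrain GLAST pos, 232 and 89 upregulated in hindbrain GLAST neg at E1 and Ech, and 487 and 601 in hindbrain GLAST pos. For differences in response it was 232 at E1 between spinal cord and hindbrain GLAST neg, and 17, 15 and 76 between the hindbrain populations at the 3 stages, and the log2 fold change of *Crym* in forebrain reversed to -0.093 from 0.31. Among the other named genes *Wif1* in hindbrain came past the limits and *Nr2e1* in forebrain fell short of them. The filter filterByExpr gave 165 genes in forebrain GLAST pos, 170 in forebrain, 3614 in cultured astrocytes and 81 for the E1 response of spinal cord against hindbrain GLAST neg. Without a filter besides 1 count there were 234 and 95 upregulated genes in hindbrain GLAST neg at E1 and Ech, 448 in hindbrain GLAST pos at Ech, 115 with a different response of spinal cord at E1, and 9, 10 and 50 with a different response of hindbrain GLAST pos. For these numbers the cause was not tested.

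Which libraries entered a fit mattered most for hindbrain GLAST neg. A fit of only the 2 groups compared called 364, 386 and 151 upregulated genes there at E1, E4 and Ech, a fit of that population alone 385, 354 and 150, and the replicate block 402, 409 and 218. Fits of the population alone gave 256 upregulated genes at E4 and 124 at Ech in hindbrain GLAST pos, 331 downregulated genes at E1 in spinal cord (377 with only the 2 groups) and 234 downregulated at all stages. Using only the 2 populations compared gave 6 genes with a different E1 response between the hindbrain populations. Between the forebrain populations, a fit of their 6 libraries gave 304 genes and the replicate block 333. Same-numbered libraries were not alike in any comparison, with mean correlations across genes from -0.0992 to 0.0568 after removal of group means, and those of EAE and control groups are different animals. Sheet numbers of 57 or more gave 361 genes up and 208 down at E1 and 1314 down at Ech in spinal cord, from fewer libraries. The cause of these changes was not tested.

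Under the group names of Table S4, 27 genes were called between the forebrain populations, 290 in hindbrain GLAST neg, 1128 in hindbrain GLAST pos, 659 in spinal cord GLAST neg and spinal cord, and 595 in forebrain. The score differences of hindbrain GLAST pos reversed to -0.80 for cholesterol synthesis, -0.58 for BBB, -0.24 for lactate metabolism and -0.47 for myelination, from 0.46, 0.16, 0.07 and 0.41 by the labels. Among 21 named genes, 11 log2 fold changes reversed, and that of *Dach2* between the hindbrain populations went to -7.62 from 0. Between the same populations *Sntn* reversed (7.73 from -2.99). In forebrain it was *Chrdl1* (6.76 from -0.41), and in hindbrain *Adgrl2* (-3.59), *Vim* (2.62), *Mybpc1* (6.18) and *Wif1* (5.83). In spinal cord they were *Wif1* (-0.20), *Galnt6* (2.95), *Hoxc6* (8.72), *Hoxc8* (8.81) and *Hoxc9* (8.88). A further 4 fell short of the limits and 2 came past them. The values show where this comes from, since 12 of the 15 libraries count toward another group in these comparisons.

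Combined with DESeq2's Wald test, the names of Table S4 gave 13 genes between the forebrain populations, 166 in hindbrain GLAST neg, 1140 in hindbrain GLAST pos, 624 in spinal cord GLAST neg and spinal cord, 622 in forebrain and 638 in hindbrain. With DESeq2's test against 1 they gave 64 genes between the hindbrain and 0 between the forebrain populations (51 at an unadjusted p under 0.05), 18 in forebrain GLAST neg, 60 in forebrain GLAST pos, 4 in hindbrain GLAST neg, 184 in hindbrain GLAST pos, 102 in spinal cord GLAST neg and spinal cord, 132 in forebrain and 74 in hindbrain. With glmTreat the numbers were 164 and 0 (294 at an unadjusted p under 0.05), 44, 92 and 69 in forebrain GLAST neg, forebrain GLAST pos and hindbrain GLAST neg, 237 in spinal cord GLAST neg and spinal cord, and 153 in hindbrain.

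Scores with a small difference depended on how genes were averaged. The mean of linear CPM reversed the BBB difference of libraries labelled hindbrain GLAST pos to -0.050, and in spinal cord the lactate metabolism difference to 0.056 at E1 and 0.24 at E4, the myelination difference to 0.19 at E4 and the MCAO-reactive difference to -0.20 at E4. It brought cholesterol synthesis at E1 (0.67) and myelination at E1 (0.62) and Ech (0.53) past the threshold and took MCAO-reactive at E1 (0.44) below it. A linear mean follows the most expressed genes of a list. With a pseudocount of 0.1 the lactate metabolism differences of -0.45, -0.71 and -0.44 no longer passed, and the MCAO-reactive differences of 1.01 at E4 and 1.63 at Ech did. Genes with at least 1 CPM gave -0.46 for lactate metabolism at E1, which did not pass, and 0.25 for myelination at E4. DESeq2's size factors brought the MCAO-reactive difference at E4, 0.32, past the threshold. Apart from the linear mean, the cause was not tested.

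Across the fits that each left out one library, the lowest and highest counts were 114 and 290 in forebrain GLAST neg, 91 and 413 in forebrain GLAST pos, 166 and 397 in forebrain, 239 and 492 in hindbrain GLAST pos, 519 and 1090 for downregulated genes of spinal cord at E1 and 347 and 779 for those at all stages. For upregulated genes they were 16 and 54 in hindbrain GLAST neg at Ech, and 174 and 372, 242 and 416, and 152 and 337 in hindbrain GLAST pos at the 3 stages. Differences in response ranged from 17 to 388 genes at E1 between spinal cord and hindbrain GLAST neg, and from 1 to 5, 0 to 3 and 2 to 17 between the hindbrain populations, where an edgeR fit of all libraries had 2091 genes at an unadjusted p under 0.05 at E4. Score differences of spinal cord ranged from 0.30 to 0.58 (E1) and -0.35 to -0.16 (E4) for cholesterol synthesis, -0.47 to -0.20 for BBB at E1, -0.70 to -0.53 for lactate metabolism at E4, -0.17 to 0.068 for myelination at E4, and 0.25 to 0.40 (E4) and 0.43 to 0.85 (Ech) for MCAO-reactive genes. That of myelination in libraries labelled hindbrain GLAST pos ranged from 0.34 to 0.49. Log2 fold changes that changed sign ranged from -1.36 to 0.15 for *Chrdl1*, -0.64 to 0.82 for *Crym* and -0.20 to 2.36 for *Dmrta2* in forebrain, and from -0.39 to 0.039 for *Gfap* at Ech and -0.13 to 0.087 for *Olig2* at E1 in spinal cord. *Dach2* stayed at 0 between the labelled hindbrain populations, where it had 0 counts in every library. Of the lowest and highest log2 fold changes of the other named genes, 21 fell short of the limits. The remaining counts stayed within 1.5 times their value.

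The shares of variance of the principal components depended on the genes used. With 2000 genes they were 32.3% and 26.1% in the subtype experiment and 50.6% for the first component of the EAE experiment. All genes gave 21.5% and 16.4%, and 29.8% and 16% in the EAE experiment, and log2 CPM gave 28.2% and 24.2%, and 51.7%. The other shares stayed within the spread seen when each library was left out. More genes bring in more variance that is not shared between genes.

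Depth limits what can be said of lowly expressed genes. The floor of 3 counts lay at up to 7.2 CPM in the acutely isolated libraries and 2.28 CPM in the EAE libraries, so that folds of *H2-Aa*, *Wif1* and *Hoxc6* are lower bounds. In simulated data edgeR recovered 80.5% of genes with a log2 change of 3 at 3 against 3 libraries, so a gene not called there is not shown to be unchanged.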

Differences from the paper's values

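The tests under the group names of Table S4 were chosen only after the results were seen, and each other alternative named here was among those set before the data were examined.

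The paper states that 93 genes were upregulated and 30 downregulated at all EAE stages in spinal cord, and edgeR gave 376 and 560. Of the alternatives set before the data were examined, DESeq2's test against a log2 fold change of 1 gave 93 and 30 and edgeR's glmTreat 106 and 44. The gap stayed open with DESeq2's Wald test, filterByExpr, no filter, no TMM scaling, the libraries of spinal cord alone and the replicate block.

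In Fig. 3e the paper shows about 120, about 390 and about 230 upregulated genes in spinal cord at E1, E4 and Ech, read by eye, and the values here were 582, 1586 and 1203. DESeq2's test against 1 gave 123, 392 and 231, and glmTreat closed the gap at E1 (143) but not at E4 or Ech. For hindbrain GLAST neg Fig. 3e shows about 74, about 94 and about 20 genes, read by eye, against 148, 165 and 44 here. DESeq2's test against 1 gave 74, 94 and 20, and glmTreat gave 68 at E1 and 96 at E4 and did not close the gap at Ech. For hindbrain GLAST pos the paper's values in Fig. 3e, read by eye, are about 150, about 190 and about 46, and those here 297, 388 and 283. DESeq2's test against 1 gave 150, 182 and 49 and glmTreat 144, 196 and 43. At E1 a fit of only the 2 groups compared (211 genes) and at E1 and E4 a fit of that population alone (256 genes at E4) also came within 1.5 times the paper's value. Some fits that each left out one library did so as well, with as few as 102, 115 and 16 genes in hindbrain GLAST neg and 174 and 242 at E1 and E4 in hindbrain GLAST pos. None of the other alternatives set before the data were examined did so for any of these 9 numbers.

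Table S3 of the paper counts genes higher and lower in each population than in the others. For forebrain GLAST neg the paper's numbers are 12 and 6, against 113 and 63 by the labels, and DESeq2's test against 1 gave 12 and 6. For forebrain GLAST pos the paper has 37 higher genes and the labels gave 257. For hindbrain GLAST neg the paper has 3 and 1 and the labels 423 and 236. In hindbrain GLAST pos it is 103 and 81 in the paper and 208 and 164 by the labels, and of the 3 fits that each left out a library of that group, 3 closed the gap for higher and 2 for lower genes. For spinal cord GLAST neg the paper has 70 and 32 and the labels gave 600 and 528, where DESeq2's test against 1 (103 genes) closed the gap for higher genes but not for lower ones. Between hindbrain GLAST neg and GLAST pos the paper counts 32 and 32 genes, against 303 and 292 here. Between the forebrain populations it counts 0 and 0, against 80 and 101.

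Apart from those named, none of the alternatives set before the data were examined closed a gap to Table S3. Under the group names of Table S4, DESeq2's test against 1, a combination chosen after seeing the values, gave the paper's number in each of these comparisons. With the same names, glmTreat, likewise chosen after seeing the values, gave 55 higher genes in forebrain GLAST pos and 0 and 0 between the forebrain populations. At an unadjusted p under 0.05 there were 51 and 294 genes in the latter comparison with these 2 tests.

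In Table S2 the paper gives log2 fold changes of -4.72 (standard error 0.27) for *Gdf10* and -2.42 (0.17) for *Slc1a3* between hindbrain GLAST neg and GLAST pos. By the labels they were -2.70 (0.38) and -2.92 (0.20), and none of the alternatives set before the data were examined closed these gaps. The group names of Table S4, chosen after seeing the values, gave -4.69 and -2.39.

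Several statements of the paper about populations were not borne out under the sample labels. It names *Dmrta2*, *Chrdl1* and *Crym* as forebrain genes, and their log2 fold changes in forebrain were 1.75, -0.41 and 0.31, none called. It names *Mybpc1* and *Wif1* as hindbrain genes, and that of *Mybpc1* was -4.19, while *Wif1* was highest in libraries labelled spinal cord GLAST neg. Hox genes, which the paper places in spinal cord, summed to 7.51 CPM in libraries labelled so and to 1073 CPM in those labelled hindbrain GLAST neg. The group names of Table S4, chosen after seeing the values, gave log2 fold changes of 7.51 for *Dmrta2*, 6.76 for *Chrdl1* and *Crym*, 6.18 for *Mybpc1*, 5.83 for *Wif1* and 8.81 for *Hoxc8* in the paper's direction. Of the 64 genes in Table S2, 45 had the paper's direction by the labels and 26 were called, and by those names, chosen after seeing the values, all 64.

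The paper describes hindbrain GLAST pos astrocytes as those with the most DEGs and the lowest scores of its 4 gene sets. By the labels 2 other populations had more DEGs, and the differences of hindbrain GLAST pos from the others were 0.07, 0.41, 0.16 and 0.46 for lactate metabolism, myelination, BBB and cholesterol synthesis. With the names of Table S4, chosen after seeing the values, no population had more DEGs and the differences were -0.24, -0.47, -0.58 and -0.80. The lactate metabolism score was still lowest in spinal cord GLAST neg under those names, at 4.75 against 4.84 in hindbrain GLAST pos. The paper ranks spinal cord and forebrain highest for cholesterol synthesis and spinal cord and forebrain GLAST pos highest for myelination. By the labels spinal cord GLAST neg was lowest for both, with scores of 5.65 and 2.05, whereas by the names of Table S4, chosen after seeing the values, it had 6.60 and 2.56. The paper reports no DEGs between the forebrain populations, and edgeR called 27 genes even under those names. Among regions it found most DEGs in spinal cord. Under those names DESeq2's test against 1 called 132 genes in forebrain and 102 in spinal cord, whereas edgeR called 595 and 659.

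The paper describes oligodendrocyte markers as low in the populations of the subtype experiment. The 10 oligodendrocyte genes summed to 13048 CPM in libraries labelled hindbrain GLAST neg, named spinal cord GLAST neg in Table S4, and to 1705 CPM or more in the other groups. It lists *Mog*, *Ndrg1* and *Pdgfra* as not expressed, and in spinal cord controls of the EAE experiment they had 224, 440.3 and 60.7 CPM. *Olig2*, which it lists among genes increased in EAE, was not called at any stage and had a log2 fold change of -0.54 at E4.

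In spinal cord, MCAO-reactive genes, which the paper describes as staying low, rose by 0.63 in score at E1. The differences of 0.33 at E4 and 0.68 at Ech did not pass, and the mean of linear CPM took that at E1 below the threshold. The MCAO-reactive score stayed below the LPS-reactive score at each stage. Cholesterol synthesis genes, described as decreasing with disease, changed by 0.40 at E1, -0.24 at E4 and -0.79 at Ech. The paper describes lactate metabolism genes in its results as without large change, and their score changed by -0.38, -0.58 and -0.55. It describes the rise of *C4b* as smaller in hindbrain. That held in both hindbrain populations at E4 and Ech and in hindbrain GLAST neg at E1. At E1 the log2 fold change was 4.91 in hindbrain GLAST pos and 4.89 in spinal cord. Reactive genes are said to fall again at the chronic stage, where *Gfap* did (-0.10 at Ech from 1.98 at E1), while the pan-reactive score was 2.97 at E4 and 2.94 at Ech and the LPS-reactive score 4.40 and 3.81.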

Other observations

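The splits of libraries and the tests of group names and of cervical tissue were chosen only after the results were seen, while the correlations between scores and the comparison of Hox with astrocyte core genes were not.

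Table S4 prints normalized values of 500 genes in 15 columns, and each column matched 1 library of the subtype experiment with a largest deviation of 0.000492%, where the next best column deviated by 87.8% or more. The matched library carries the same group name in 3 columns and another one in 12. Libraries labelled forebrain GLAST pos stand in Table S4 as hindbrain GLAST neg, those labelled hindbrain GLAST neg as spinal cord GLAST neg, those labelled hindbrain GLAST pos as forebrain GLAST pos and those labelled spinal cord GLAST neg as hindbrain GLAST pos. A candidate explanation is that 1 of these sets of names was exchanged between groups. Of 2193 genes called between the hindbrain populations of C57BL/6J controls, 59.05% changed in the same direction by the labels of the subtype experiment and 85.7% by the names of Table S4. Called in both experiments were 170 genes in the same and 94 in the opposite direction by the labels, and 410 and 2 by Table S4. Strain and age also differ between the experiments. Both sets of names come from the authors, and the hindbrain values of the EAE experiment are closer to those under Table S4.

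Hox genes point the same way. They were highest, at 1073 CPM, in the libraries that Table S4 names spinal cord GLAST neg and the labels hindbrain GLAST neg. Cervical tissue in the hindbrain dissection is another possible explanation by the labels, under which libraries labelled spinal cord should hold at least as many Hox transcripts, yet these had 7.51 CPM. In the EAE experiment, spinal cord controls had 1143 CPM, hindbrain GLAST neg 84.6 CPM and hindbrain GLAST pos 9.46 CPM. Under the names of Table S4, DESeq2's test against 1 gave the log2 fold changes of the 64 genes in Table S2 to within 4.84e-06, and the labels with edgeR differed from them by up to 9.21. Table S2 thus rests on the names of Table S4. Single libraries labelled spinal cord GLAST neg had 1.03 to 20.3 CPM of Hox genes, against 760 to 1322 CPM in spinal cord controls of the EAE experiment. Those labelled hindbrain GLAST neg had 1061 to 1088 CPM. These ranges do not overlap in the way the labels require, and they argue against the labels of both groups. Libraries labelled forebrain GLAST pos had 67.3 to 168.6 CPM of Hox genes, against 1.17 to 6.36 CPM in those labelled forebrain GLAST neg. Their values lie near the mean of hindbrain GLAST neg controls, and hindbrain GLAST neg is their name in Table S4. This argues against the label forebrain GLAST pos, although the EAE experiment has no forebrain libraries for comparison. The label hindbrain GLAST pos is taken up below with genes of Bergmann glia. That every renamed group has its true name in Table S4 remains a hypothesis.

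Other splits of the libraries were compared with the groups of the subtype experiment. In fits of the 6 libraries of a pair of populations, splits that part each same-numbered pair were used, and 1 of 4 splits, the real one, gave as many genes for the hindbrain pair (797) and for the forebrain pair (304). By the names of Table S4 it was 1 of 10 splits for either pair (226 and 52 genes). So few splits cannot give a share under 0.05. For a population against the others, 100 splits were drawn, and 2 of 100 gave as many genes for forebrain GLAST neg (up to 741 against 176). For the other populations, the 3 regions and cultured astrocytes it was 1 of 100 splits. The other splits reached 682 genes for spinal cord (1128), 240 for forebrain (260), 237 for hindbrain (390) and 4794 for cultured astrocytes (5424). Such splits mix populations that differ among themselves. Splits left out for the pairs by the labels put some same-numbered libraries on the same side.

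For each EAE stage and its controls, splits of the libraries that part every same-numbered pair were fitted. In spinal cord 1 of 16 splits at E1 gave as many genes (470 up and 377 down), as did 1 of 32 splits at E4 (1576 and 2098) and at Ech (1456 and 1936). The other splits reached up to 1132 upregulated and 359 downregulated genes at E4 and 1162 and 496 at Ech, below the real numbers. Their median was 0 genes. They include the split that exchanges every same-numbered pair, which sets the controls and 1 EAE library against the remaining EAE libraries. EAE effects enter that split with reversed sign, so these highest numbers are not what chance alone gives. For upregulated genes it was 1 of 32 splits at each stage in hindbrain GLAST neg and at E1 and E4 in hindbrain GLAST pos, and 1 of 16 splits at Ech in hindbrain GLAST pos. With 16 splits a share under 0.05 is not possible, a limit set by parting same-numbered libraries, which are different animals. Of 100 splits drawn for genes shared by all stages in spinal cord, 1 gave as many upregulated (446) and 1 as many downregulated genes (234). The splits not compared put some same-numbered libraries on the same side.

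Astrocyte core genes were lower in spinal cord libraries of EAE. The mean of log2(CPM + 1) over the 15 genes of Fig. 2f fell from 9.26 in controls to 8.04, 5.92 and 6.22 at E1, E4 and Ech, while that of oligodendrocyte genes was 9.53, 10.70, 11.13 and 10.27. In hindbrain GLAST neg the core score stayed between 9.52 and 9.75 and in hindbrain GLAST pos between 9.03 and 9.24, although oligodendrocyte genes rose there too, from 6.80 to as much as 8.17 (E1) and from 4.50 to as much as 6.62 (Ech). A larger share of RNA from oligodendrocytes is a candidate explanation, but over 17 EAE libraries less their stage means the correlation of both scores was r = -0.402 (permutation p = 0.22), and rho was 0.067. For leukocytes it was -0.223 (permutation p = 0.3). Total counts were not seen to follow the core score (r = 0.192, permutation p = 0.43). Lower expression in astrocytes cannot be told apart from fewer astrocytes among the sorted cells.

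If RNA from other cells diluted that of astrocytes in spinal cord, genes of position should fall with core genes. At E4 the 15 core genes had a median log2 fold change of -3.35 and 27 Hox genes one of -2.76, with 25 Hox genes below 0 and 14 called downregulated. At E1 the medians were -1.03 and -1.43 and at Ech -3.28 and -1.52. Without TMM scaling the median of all genes is -0.10 at E4 and 0.14 at Ech, which is small beside these changes. Dilution by RNA from cells without Hox expression may therefore account for a part of the fall in astrocyte genes at E4. Whether oligodendrocytes of the spinal cord express Hox genes was not tested.

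Scores of astrocyte function were set against oligodendrocyte genes in the same 17 libraries. The lactate metabolism score fell as these rose (r = -0.575, permutation p = 0.0095, and rho -0.578), as did the turquoise eigengene (r = -0.65, permutation p = 0.024), although rho was -0.267 there, and neither passed the adjustment over 12 correlations (Benjamini-Hochberg, 0.057 and 0.089). The BBB score had r = -0.514 (permutation p = 0.079). A share of oligodendrocyte RNA is a candidate explanation for the first 2 and is left open for the third. A change of function within astrocytes cannot be told apart from it. The paper found oligodendrocyte genes also in a RiboTag data set of astrocytes, and proposes that astrocytes may express them.

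The LPS-reactive score rose with leukocyte genes within stages (r = 0.414, permutation p = 0.03, rho 0.4, adjusted p = 0.089 by Benjamini-Hochberg over 17 libraries), which did not pass the adjustment. Leukocyte RNA may thus add to that score, and reactive astrocytes near leukocytes would give the same relation. For cell cycle genes at Ech, 6 libraries gave r = 0.542 with genes of oligodendrocyte precursor cells (exact permutation p = 0.27, rho 0.771) and 0.494 with leukocyte genes (exact permutation p = 0.37). Division of either cell type, beside or in place of astrocytes, is left open by these values alone. The paper found more KI67-positive cells that express GFAP during EAE, most of all at the chronic stage. That staining is evidence for dividing astrocytes which these values do not address.

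A list of 6 genes of Bergmann glia summed to 8123 ± 789 CPM in hindbrain GLAST pos and 1093 ± 158 CPM in hindbrain GLAST neg controls of the EAE experiment (n = 5 each). In the subtype experiment it was 7478 ± 278 CPM in libraries labelled spinal cord GLAST neg, which Table S4 names hindbrain GLAST pos. All other groups of that experiment, among them the libraries labelled hindbrain GLAST pos, had lower sums than the hindbrain GLAST neg controls. For these 6 genes the values argue against the label hindbrain GLAST pos, although strain and age differ between the experiments.

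In the subtype experiment 6 of the 15 acutely isolated libraries had between 232.6 and 884 CPM of *Xist*, and the other 9 at most 55.9 CPM. Y chromosome genes summed to 12.8 CPM or less in those 6 and to at least 174.7 CPM in the other 9. The high ones were labelled forebrain GLAST neg 3, forebrain GLAST pos 3, hindbrain GLAST neg 2 and 3, hindbrain GLAST pos 2 and spinal cord GLAST neg 3, so both sexes seem to be present in each group. No 2 libraries had identical counts.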
